# Cripto shapes macrophage plasticity and restricts EndMT in injured and diseased skeletal muscle

**DOI:** 10.15252/embr.201949075

**Published:** 2020-02-27

**Authors:** Francescopaolo Iavarone, Ombretta Guardiola, Alessandra Scagliola, Gennaro Andolfi, Federica Esposito, Antonio Serrano, Eusebio Perdiguero, Silvia Brunelli, Pura Muñoz‐Cánoves, Gabriella Minchiotti

**Keywords:** Cripto, Duchenne muscular dystrophy, Endothelial‐to‐Mesenchymal Transition, macrophage plasticity, skeletal muscle regeneration, Immunology, Molecular Biology of Disease, Signal Transduction

## Abstract

Macrophages are characterized by a high plasticity in response to changes in tissue microenvironment, which allows them to acquire different phenotypes and to exert essential functions in complex processes, such as tissue regeneration. Here, we report that the membrane protein Cripto plays a key role in shaping macrophage plasticity in skeletal muscle during regeneration and disease. Conditional deletion of Cripto in the myeloid lineage (Cripto^My‐LOF^) perturbs MP plasticity in acutely injured muscle and in mouse models of Duchenne muscular dystrophy (mdx). Specifically, Cripto^My‐LOF^ macrophages infiltrate the muscle, but fail to properly expand as anti‐inflammatory CD206^+^ macrophages, which is due, at least in part, to aberrant activation of TGFβ/Smad signaling. This reduction in macrophage plasticity disturbs vascular remodeling by increasing Endothelial‐to‐Mesenchymal Transition (EndMT), reduces muscle regenerative potential, and leads to an exacerbation of the dystrophic phenotype. Thus, in muscle‐infiltrating macrophages, Cripto is required to promote the expansion of the CD206^+^ anti‐inflammatory macrophage type and to restrict the EndMT process, providing a direct functional link between this macrophage population and endothelial cells.

## Introduction

Skeletal muscle regeneration relies on highly coordinated sequential events, which involve a complex network of interaction between tissue‐resident and recruited cells, including muscle stem cells, inflammatory cells, endothelial‐derived progenitors, and fibro/adipogenic progenitors (FAPs) 1. Progressive impairment of the interplay between the inflammatory cells, mainly the infiltrated macrophages, and the different muscle cellular components is emerging as a key event in switching regeneration from compensatory to pathogenic regeneration 2. Macrophages exhibit substantial plasticity and can quickly change their phenotype in response to different stimuli in the microenvironment. This unique feature makes them serve different functions during the process of skeletal muscle regeneration, including resolution of the pro‐inflammatory phase and transition to the regeneration phase. Soon after an acute injury, invading macrophages adopt a pro‐inflammatory phenotype, phagocyte necrotic tissue, and secrete growth factors, promoting an environment that favors satellite cell activation and proliferation 3, 4, 5. Subsequently, a second wave of macrophages with anti‐inflammatory phenotype suppresses the process of inflammation and supports restorative function. These anti‐inflammatory macrophages arise from resident macrophages and/or circulating pro‐inflammatory macrophages that switch into an anti‐inflammatory phenotype 6. Besides supporting myoblast differentiation, anti‐inflammatory macrophages produce angiogenic factors promoting vascular remodeling, which is necessary for a proper regenerative process 7. Furthermore, macrophages promote the differentiation of endothelial‐derived progenitors by inhibiting a process known as the Endothelial‐to‐Mesenchymal Transition (EndMT) process, in which endothelial cells acquire myofibroblastic traits while losing endothelial‐specific gene expression 8, 9, 10. While in acute muscle injury, macrophages adopt well‐coordinated sequential waves of pro‐ and anti‐inflammatory phenotypes, this balance is skewed in chronic muscle diseases like muscular dystrophies, where muscles fail to regenerate and the tissue is progressively substituted by adipocytes and collagen fibers 11, 12. Emerging evidence indicates that different macrophage populations with mixed phenotypes coexist in dystrophic muscles, but their precise function is only recently starting to be characterized 13. Research efforts are currently focused on understanding how macrophage plasticity is controlled and how macrophages crosstalk with other muscle populations in injured and dystrophic muscles. Recent findings from our laboratory and others place the extracellular membrane protein Cripto within this complex regulatory network. Cripto is a glycosylphosphatidylinositol (GPI)‐anchored protein and acts as coreceptor for different members of the TGF‐β superfamily 14. Of note, depending on the context it also exists as a soluble protein either secreted or shed from the membrane 15, 16. *Cripto* is a developmental gene known to regulate early embryonic development 17, 18 and it is usually not expressed in normal adult tissues including resting skeletal muscles. However, Cripto becomes rapidly and transiently re‐expressed upon acute injury both in activated/proliferating satellite cells and in a subpopulation of infiltrating macrophages 19. Emerging evidence indicates that Cripto is a key regulator of the myogenic program during skeletal muscle regeneration 16, 19, 20. However, no studies have been reported so far on the inflammatory cell/macrophage‐specific role of Cripto in skeletal muscle regeneration. Here, we show *in vivo* evidence that Cripto is preferentially expressed by anti‐inflammatory macrophages and is a key regulator of macrophage plasticity in injured and in dystrophic skeletal muscles. Moreover, we suggest that Cripto mediates the crosstalk between macrophages and endothelial cells promoting vascular remodeling, at least in part, by restricting TGF‐β‐induced EndMT and preventing excessive fibrosis in dystrophic muscles.

## Results

### Expression profile of cell‐surface Cripto in subpopulations of macrophages during acute muscle injury

The timely attraction of macrophages (MPs), the ordered transition between the pro‐ and anti‐inflammatory phenotypes, and the precise termination of their activity are prerequisites for a successful regeneration process 4. Cripto is expressed in the MPs that infiltrate the injured muscle 19; yet, the dynamics of Cripto expression in the pro‐ and anti‐inflammatory MPs was not investigated so far. To address this issue directly, hind limb muscles of wild‐type mice were injected with cardiotoxin (CTX) and the expression of Cripto in the different inflammatory cell populations was analyzed at days 2, 3, and 5 after injury (Fig 1A). To this end, injured muscles were dissociated by enzymatic digestion and the bulk cells were stained for Cripto and the MP markers CD11b, F4/80, and Ly6C. We first assessed the expression of Cripto in the CD11b^+^ immune cells at the different time points after injury; the number of CD11b^+^ that expressed Cripto progressively increased from days 2 to 5 up to 40% (6.5 ± 0.7% at day 2 vs. 40.7 ± 1.3% at day 5; *n* = 5; *P *=* *1.14E‐08; Figs 1B and EV1A), consistent with previous data of Cripto expression in the infiltrating MPs 19. We then examined the distribution of pro‐inflammatory (F4/80^+^/Ly6C^High^) and anti‐inflammatory (F4/80^+^/Ly6C^Low^) MPs in the CD11b^+^ cells throughout the time course (Fig 1C). As expected, while the F4/80^+^/Ly6C^Low^ MPs (blue) and F4/80^+^/Ly6C^High^ MPs (red) were almost equally distributed in the CD11b^+^ cells at day 2, from day 3 onward a dramatic increase in F4/80^+^/Ly6C^Low^ MPs was observed, at the expense of the F4/80^+^/Ly6C^High^ MPs (Fig 1C and D). Finally, to directly examine the nature of the Cripto^+^ immune cells, we evaluated the distribution of F4/80^+^/Ly6C^High^ and F4/80^+^/Ly6C^Low^ MPs in the CD11b^+^/Cripto^+^ population. Of note, the F4/80^+^/Ly6C^Low^ MPs were the vast majority at all the time points analyzed (Fig 1C and D).

**Figure 1:**
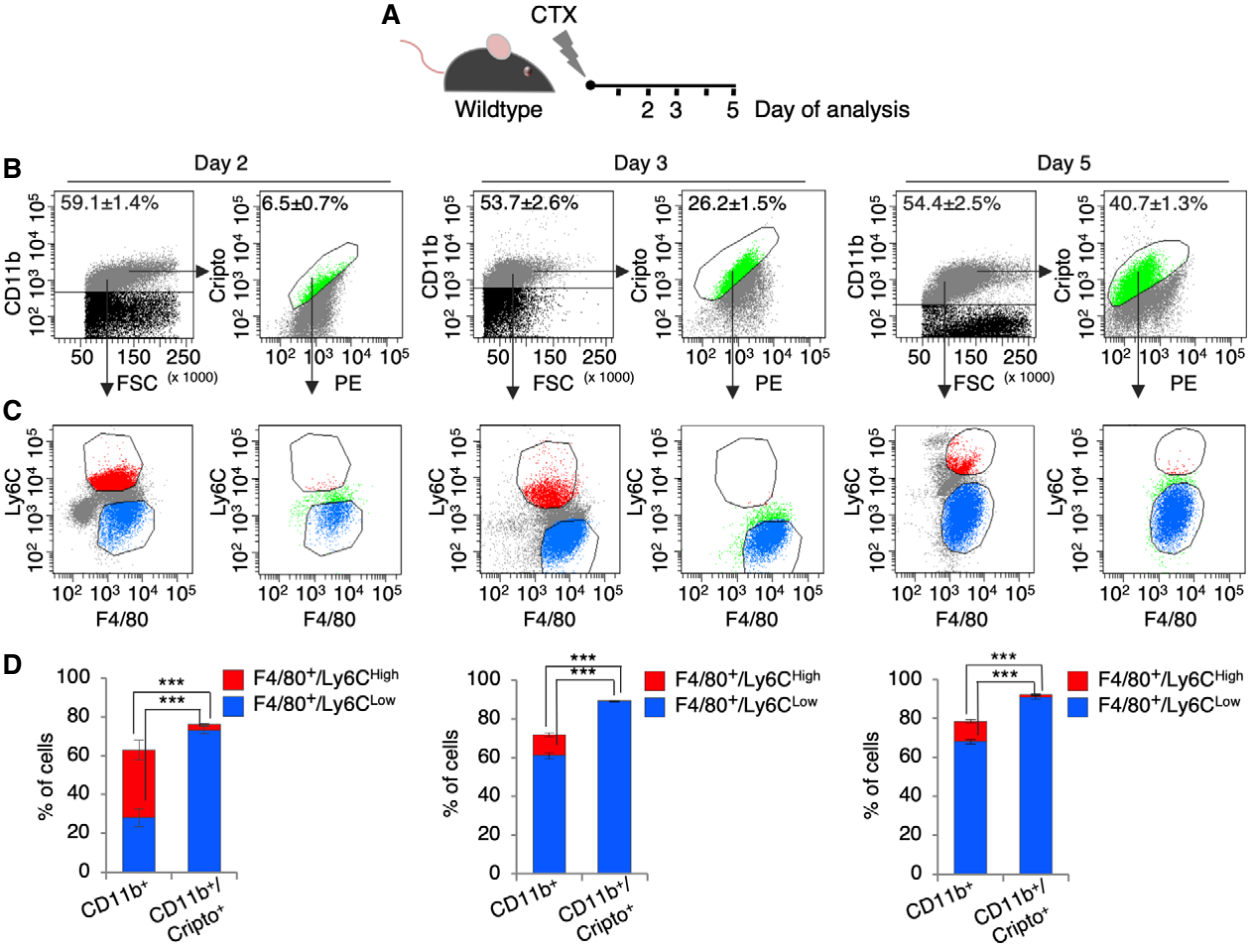
Time‐course expression of surface Cripto in pro‐ and anti‐inflammatory macrophages in acute skeletal muscle injury AExperimental scheme of Cripto expression analysis in macrophage (MP) subpopulations from wild‐type skeletal muscles at different time points after cardiotoxin (CTX) injection.BRepresentative flow cytometry dot plots of CD11b^+^ and CD11b^+^/Cripto^+^ cells at days 2, 3, and 5 after injury. PE (Phycoerythrin/free channel). Data are mean ± SEM (*n* = 5 biological replicates; *P* ≤ 0.00008, Student's *t*‐test).CRepresentative flow cytometry dot plots of CD11b^+^/F4/80^+^/Ly6C^High/Low^ and CD11b^+^/Cripto^+^/F4/80^+^/Ly6C^High/Low^ cells at days 2, 3, and 5 after injury.DQuantification of F4/80^+^/Ly6C^High/Low^ cells in the CD11b^+^ and CD11b^+^/Cripto^+^ cell population from injured muscles at the indicated time points. Data represent mean ± SEM (*n* = 5 biological replicates; ***P < 0.001, Student's *t*‐test).

**Figure EV1:**
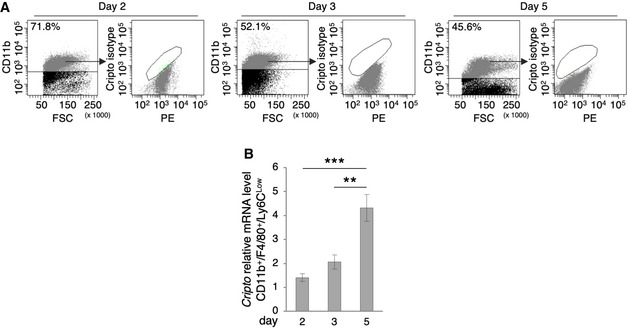
Cripto isotype control and Cripto expression by qRT–PCR ARepresentative flow cytometry dot plots of Cripto isotype control in CD11b^+^ cells at days 2, 3, and 5 after injury. PE (Phycoerythrin/free channel).BQuantitative real‐time PCR analysis of Cripto expression profile in Cd11b^+^/Ly6C^Low^ MPs at days 2, 3, and 5 after injury. Relative mRNA levels were normalized to *Gapdh*. Data are mean ± SEM (*n* = 6 biological replicates; **P < 0.01; ***P < 0.00, Student's *t*‐test).

The gradual increase in Cripto expression levels in the CD11b^+^/F4/80^+^/Ly6C^Low^ MP population was detected by qRT–PCR (Fig EV1B). Collectively, these results indicate that Cripto progressively increased in the immune cells that infiltrate the injured muscle and predominantly accumulated at the surface of anti‐inflammatory MPs, concomitantly with their accumulation in the regenerating tissue.

### Cripto controls MP plasticity

To investigate the physiological role of Cripto in the infiltrating MPs without interfering with its activity in the myogenic compartment 19, we generated myeloid‐specific Cripto knockout (KO) mice. *Tg:Cripto* ^*fl*/*fl*^ conditional mice 21 were crossed with the lysozyme M (LysM) Cre line (*Tg:LysMCre*) in which the Cre recombinase is expressed in the myeloid lineage 22. Homozygous conditional *Tg:LysMCre::Cripto* ^−/−^ mice (Cripto^My‐LOF^) were born in Mendelian ratio and developed normally. Acute injury was thus induced in tibialis anterior (TA) muscles of Cripto^My‐LOF^ and Control mice by CTX injection and injured muscles were analyzed at days 2 and 5 after injury. Deletion of *Cripto* in the infiltrated MPs was verified by PCR (Appendix Fig S1A and B). Immunofluorescence analysis of injured muscle sections stained with F4/80 showed no significant difference in the F4/80^+^ area between Cripto^My‐LOF^ and Control mice at both days 2 and 5 after injury (Fig 2A and B), suggesting that *Cripto* genetic ablation did not affect MP accumulation. Given the expression of Cripto in the anti‐inflammatory MPs, we analyzed this MP population at days 2 and 5 after injury by staining muscle sections for the anti‐inflammatory marker CD206 (Fig 2C). While the frequency distribution of CD206^+^ MPs was comparable in Cripto^My‐LOF^ and Control muscles at day 2 (Fig 2C top panels and D), a significant decrease in CD206^+^ MPs was observed in Cripto^My‐LOF^ at day 5 (Fig 2C bottom panels and E). In order to specifically identify and characterize Cripto KO MPs, we combined conditional lineage‐tracing and genetic ablation of *Cripto*. Cripto^My‐LOF^ mice were thus crossed with the *Tg:R26* ^*mTmG*^ transgenic line 23 to obtain the *Tg:LysMCre::R26* ^*mTmG*^ *::Cripto* ^*fl*/*fl*^ (GFP‐Cripto^My‐LOF^; Fig EV2A and B) and the *Tg:LysMCre::R26* ^*mTmG*^ (GFP‐Control) as control. We first assessed the efficiency of LysMCre‐mediated *Cripto* deletion by genomic qPCR analysis on Florescence‐Activated Cell Sorting (FACS)‐sorted F4/80^+^ MPs (Cripto^My‐LOF^) or GFP^+^ monocytes/MPs (GFP‐Cripto^My‐LOF^). Genomic DNA from heterozygous Cripto KO (Cripto^+/−^) mice was used as reference for 50% of gene deletion. The efficiency of *Cripto* deletion was ~ 50% in the overall MP population, while it increased up to ~ 80% in the GFP^+^ population (Fig EV2C). Accordingly, ~ 50% of the MP population expressed the reporter GFP both in GFP‐Cripto^My‐LOF^ and GFP‐Control mice (Fig EV2D). Finally, we measured Cripto protein by ELISA and found that it was significantly reduced in Cripto KO MPs compared to control (Fig EV2E).

**Figure 2:**
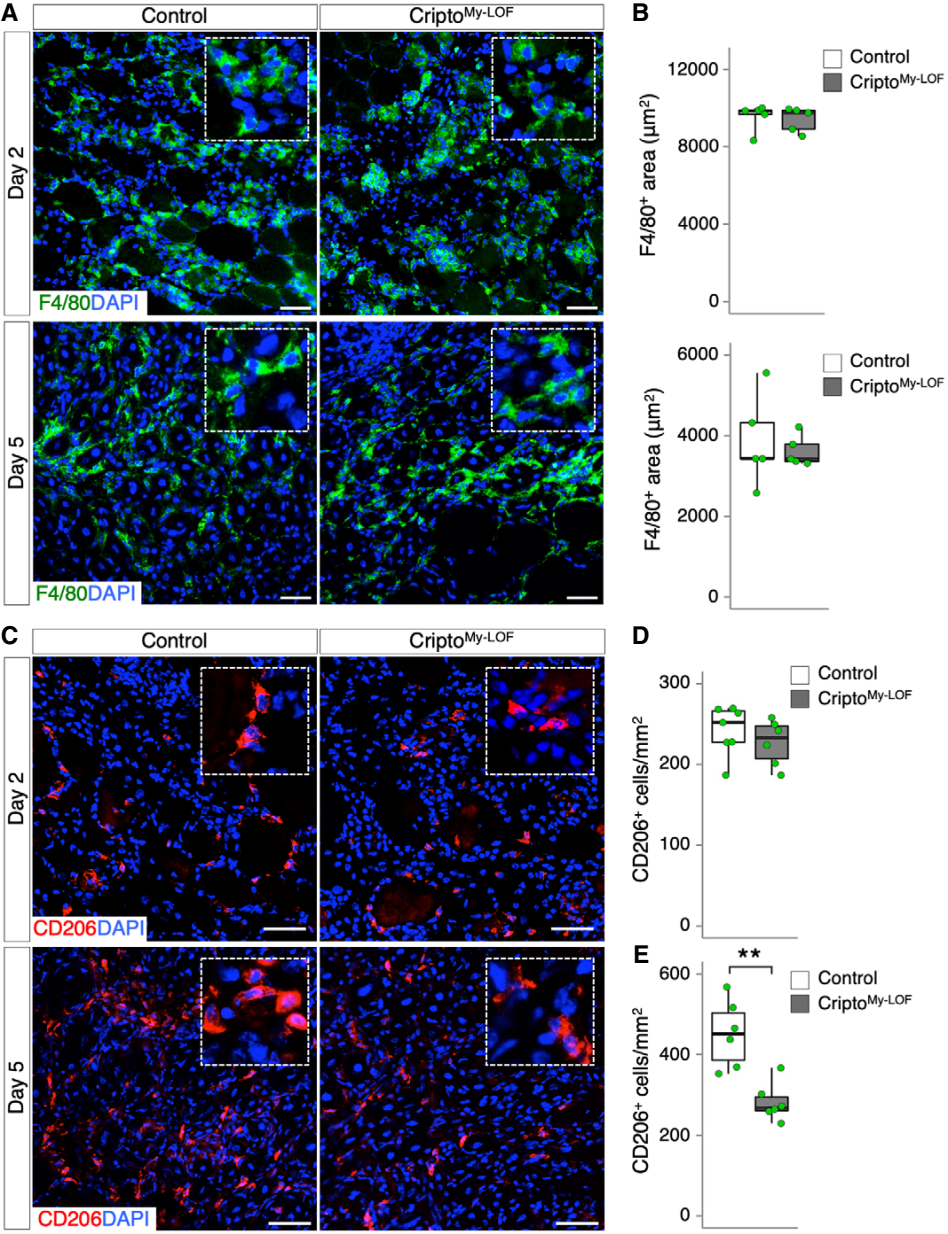
Myeloid‐specific Cripto deletion perturbs MP plasticity without affecting monocyte/macrophage accumulation ARepresentative pictures of immunostaining for F4/80 (green) in Control and Cripto^My‐LOF^ TA sections at days 2 (top panel) and 5 (bottom panel) after injury.BQuantification of F4/80 staining/damaged area (μm^2^) at days 2 (top graph) and 5 (bottom graph) after injury.CRepresentative pictures of immunostaining for CD206 in Control and Cripto^My‐LOF^ TA sections at days 2 (top panel) and 5 (bottom panel) after injury, respectively.D, EQuantification of CD206^+^ MPs per area (mm^2^) at days 2 (D) and 5 (E) after injury.Data information: Nuclei were counterstained with DAPI (blue). Scale bar: 50 μm. Magnification of the boxes is 3.5×. Data are expressed as box plots displaying minimum, first quartile, median, third quartile, and maximum (*n* ≥ 5 biological replicates; **P < 0.01, Student's *t*‐test).

**Figure EV2:**
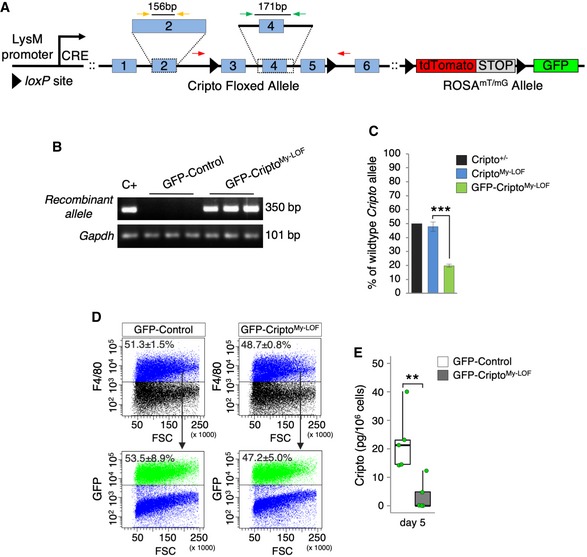
Efficiency of Cripto deletion ASchematic representation of *Tg:LysMCre::R26* ^*mTmG*^ *::Cripto* ^*fl*/*fl*^ (GFP‐Cripto^My‐LOF^) transgenic mice. Red arrows indicate forward and reverse primers used for PCR genotyping. Green arrows indicate forward and reverse primers used to amplify a DNA region encompassing exon 4. Yellow arrows indicate forward and reverse primers used to amplify exon 2, as reference PCR.BPCR genotyping on DNA extracted from FACS‐isolated GFP^+^ cells from GFP‐Cripto^My‐LOF^ and GFP‐Control mice at day 2 after injury. *Gapdh* was used as control.CGenomic quantitative real‐time PCR (qRT–PCR) analysis of wild‐type *Cripto* allele on FACS‐isolated F4/80^+^ (blue bar) or GFP^+^ (green bar) MPs from Cripto^My‐LOF^ and GFP‐Cripto^My‐LOF^ muscles, respectively, at day 2 after injury. Genomic DNA extracted from Cripto KO heterozygous mice (Cripto^+/−^; black bar) was used as reference of 50% *Cripto* deletion. Data are expressed as percentage of wild‐type allele over the reference PCR and are mean ± SEM (*n* = 6 biological replicates; ***P < 0.000004; Student's *t*‐test).DRepresentative flow cytometry dot plots showing the percentage of F4/80^+^ cell population and GFP^+^ cells expressing F4/80 in GFP‐Control and GFP‐Cripto^My‐LOF^ muscles at day 2 after injury. Data are mean ± SEM (*n* = 4 biological replicates; *P* = ns; Student's *t*‐test).EELISA‐based assay of Cripto protein from total protein extracts of FACS‐sorted GFP^+^ MPs from GFP‐Control and GFP‐Cripto^My‐LOF^ muscles at day 5 after injury. Data are expressed as box plots displaying minimum, first quartile, median, third quartile, and maximum (*n* = 5 biological replicates; **P < 0.01; Student's *t*‐test).

Given that the vast majority (> 90%) of GFP^+^ cells expressed F4/80 in both GFP‐Cripto^My‐LOF^ and GFP‐Control muscles (Fig 3A), we quantified the percentage of GFP^+^ cells/MPs at both days 2 and 5 after injury and found that it was comparable in the two groups (Fig 3A), thus providing further evidence that Cripto^My‐LOF^ did not affect MP accumulation in the injured muscle. To further investigate the nature of these MPs, Cripto^My‐LOF^ and Control MPs were FACS‐isolated by GFP expression, and the expression profile of genes associated with either pro‐ or anti‐inflammatory phenotype analyzed by qRT–PCR at days 2 and 5 after injury. Cripto KO MPs showed a transient increase in the pro‐inflammatory marker *Nos2* at day 2, while other pro‐inflammatory genes (*Mcp1*,* Tnfα*) were not affected at both time points (Fig 3B). Of note, at day 2, *Arg1* and *Fizz1*, which identify the CD206^+^ MPs 24, were similarly expressed in the two groups (Fig 3B), consistent with the equal distribution of the CD206^+^ MPs at this time point (Fig 2D). Conversely, later on at day 5 both genes were significantly downregulated in Cripto KO cells, whereas other anti‐inflammatory markers (*Il10*,* Il4rα,* and *Tgfβ*) were not affected (Fig 3B). These findings were consistent with the reduction of the CD206^+^ MPs in Cripto^My‐LOF^ (Fig 2E) and provided molecular support for the idea that modulation of MP phenotypic plasticity is perturbed in the absence of Cripto.

**Figure 3:**
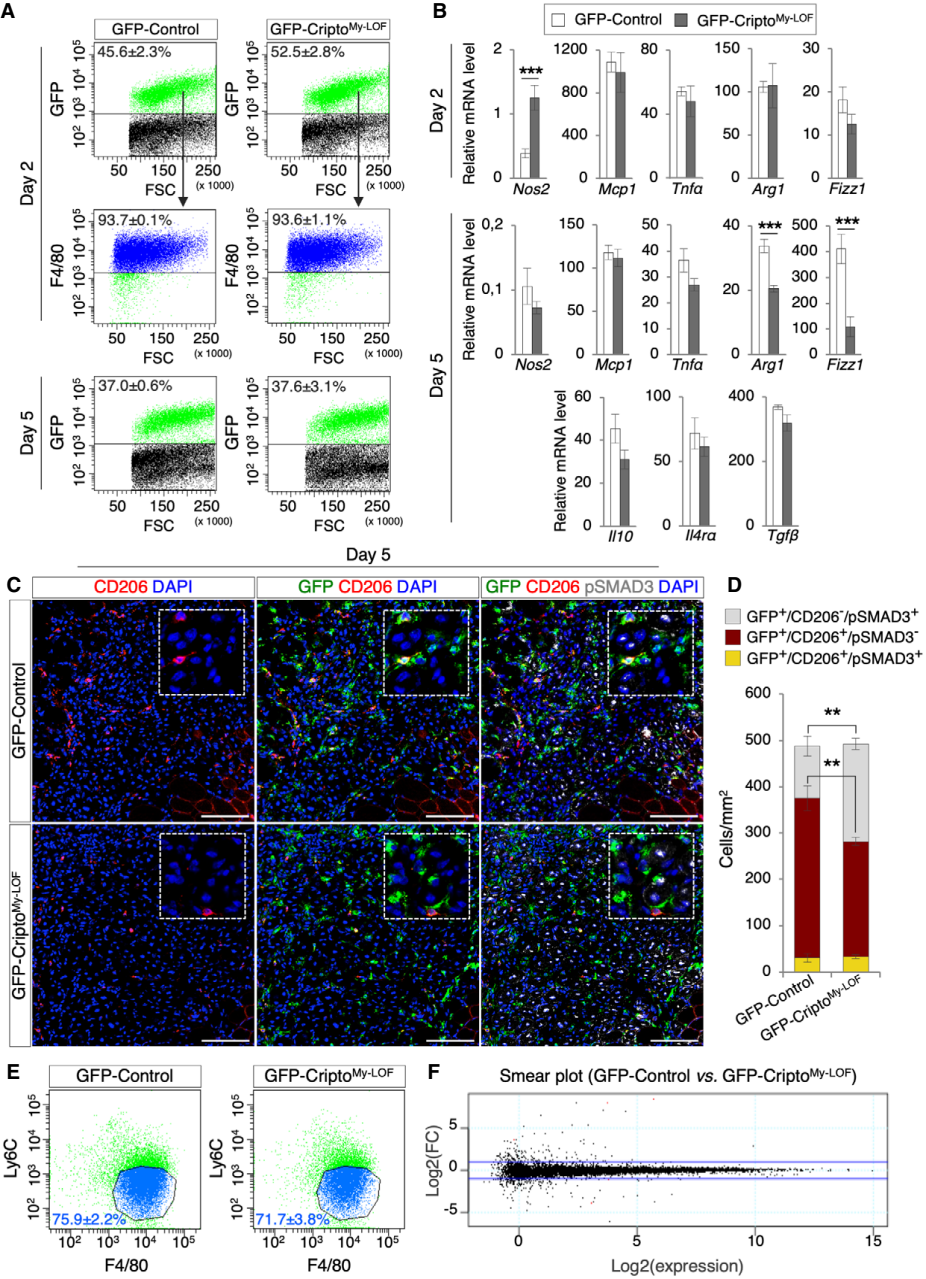
Cripto controls the proper expansion of CD206^+^ MPs by modulating TGFβ signaling ARepresentative flow cytometry dot plots showing the percentage of GFP^+^ cell population in GFP‐Control and GFP‐Cripto^My‐LOF^ muscles at days 2 (top panel) and 5 (bottom panel) after injury. Percentage of GFP^+^ cells expressing F4/80 in GFP‐Control and GFP‐Cripto^My‐LOF^ muscles is shown at day 2 after injury (middle panel). Data are mean ± SEM (*n* = 4 biological replicates; *P* = ns; Student's *t*‐test).BqRT–PCR analysis of pro‐inflammatory markers (*Nos2*,* Mcp1,* and *Tnfα*) and anti‐inflammatory markers (*Arg1, Fizz1, Il10, Il4rα,* and *Tgfβ*) in GFP‐Cripto^My‐LOF^ and GFP‐Control MPs at days 2 and 5 after injury. Data represent mean ± SEM of relative mRNA level normalized with *Gapdh* (*n* ≥ 4 biological replicates; ***P < 0.001, Student's *t*‐test).CRepresentative pictures of immunostaining for GFP (green), CD206 (red), and pSMAD3 (white) in GFP‐Control and GFP‐Cripto^My‐LOF^ TA sections at day 5 after injury. Nuclei were counterstained with DAPI (blue). Scale bar: 100 μm. Magnification of the boxes is 3.5×.DQuantification of GFP^+^/CD206^±^/pSMAD3^±^ cell distribution in TA sections from GFP‐Control and GFP‐Cripto^My‐LOF^ at day 5 after injury. Nuclei were counterstained with DAPI (blue). Scale bar: 100 μm. Data are mean ± SEM (*n* = 5 biological replicates; **P < 0.01, Student's *t*‐test).ERepresentative flow cytometry dot plots of F4/80^+^/Ly6C^Low^ cell population gated on GFP^+^ cells from GFP‐Control and GFP‐Cripto^My‐LOF^ muscles at day 5 after injury. Data are mean ± SEM (*n* = 3 biological replicates; *P* = ns; Student's *t*‐test).FSmear plot of RNA‐seq data from GFP^+^/F4/80^+^/Ly6C^Low^ cells FACS sorted from GFP‐Control and GFP‐Cripto^My‐LOF^ muscles at day 5 after injury. Data show the expression level as log_2_ fold change (FC) [log_2_(GFP‐Control/GFP‐Cripto^My‐LOF^)], against log_2_(expression) [log_2_(average of gene expression across all samples], for each individual gene. The blue lines correspond to LogFC of 1 and −1 (*n* = 3 biological replicates).

### Cripto modulates TGFβ signaling in the infiltrating MPs

Fine‐tuning of the TGFβ signaling plays a key role in shaping MP identity 13, 25 and Cripto is a well‐known modulator of TGFβ signaling through interaction with TGF‐β family ligands 14. For instance, it is known that Cripto attenuates TGFβ‐1 signaling by interfering with its binding to the Act‐R II receptors 26. This raised the possibility that Cripto‐dependent modulation of TGFβ signaling might play a role in shaping MP plasticity. We therefore investigated the status of TGFβ signaling in Cripto KO infiltrating MPs by looking at the phosphorylation of the TGFβ effector SMAD3. Immunofluorescence analysis of pSMAD3 and CD206 within the GFP^+^ cell population revealed a significant increase in pSMAD3^+^ cells in the GFP^+^/CD206^−^ population of Cripto^My‐LOF^ mice, which inversely correlated with the decrease in GFP/CD206 double‐positive cells (Fig 3C and D). Of note, the expression of both *Tgfβ* and the latent TGFβ binding protein 4 (*LTBP4*)*,* which binds the latent TGFβ promoting its secretion 13, did not increase in Cripto KO MPs (Fig 3B and Appendix Fig S2), indicating that neither expression nor secretion of TGFβ was affected and suggesting that loss of Cripto induced aberrant activation of the signaling. To further explore this phenotype and based on the observation that Cripto was preferentially expressed in the anti‐inflammatory Ly6C^Low^ MPs, concomitantly with their accumulation in the regenerating tissue (Fig 1C), we compared the molecular signature of wild‐type and Cripto KO Ly6C^Low^ MPs. Of note, FACS analysis of GFP^+^ cells showed that the percentage of F4/80^+^/Ly6C^Low^ MPs was comparable in Cripto^My‐LOF^ and Control at day 5 after injury (75.9 ± 2.2% in GFP‐Control vs. 71.7 ± 3.8 in GFP‐Cripto^My‐LOF^; Fig 3E), indicating that *Cripto* deletion did not affect the proper downregulation of Ly6C expression. To further investigate this issue, GFP^+^/Ly6C^Low^ cells were FACS‐isolated from both groups and total RNA was extracted and analyzed by RNA‐seq. 

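RNA-seq was performed on GFP+/Ly6C Low MPs sorted from injured muscles of 3 GFP-Control and 3 GFP-Cripto My-LOF mice on day 5 after injury. GFP marks cells in which Cre had recombined the R26 mTmG reporter. The paper describes GFP-Control mice as Tg:LysMCre::R26 mTmG, whereas the sample labels give the genotype of the 3 Control samples as wild type. They were used here as GFP-Control. The authors mapped the reads to the mouse transcriptome (GRCm38, release 91), quantified them with RSEM and normalized them with LIMMA. For each of 13008 genes and each sample the deposited table holds a normalized signal, which was found to equal the gene's reads plus 0.5, per 1000000 reads of a normalized library size. Whole reads were recovered from 100.0% of the 78048 values, within 0.01 read. The recovered reads summed to 14141773, 13717340 and 12688968 in Control replicates 1, 2 and 3, and to 15659847, 14691843 and 14633880 in Cripto KO replicates 1, 2 and 3. A gene with 3 reads had a normalized value between 0.222 and 0.286, depending on the sample. Tdgf1, the gene that encodes Cripto, was not analysed here, so the labels were not checked against the deleted gene. The Control samples differed from one another in Xist and Lyz2. Xist was 171 in Control replicate 1 and between 0.114 and 0.885 in the other 5 samples, although the labels give all mice as male. Lyz2 was 11066 in Control replicate 2 and between 21.2 and 28.3 in the other 5 samples. Groups were compared with limma on the log2 of the deposited values without a pseudocount, since no value was 0, and with an intensity-dependent variance trend. Fold changes are given as log2(Control/Cripto KO), as in Fig 3F, so that positive values mean higher expression in Control. The p-values were adjusted over all genes by the Benjamini-Hochberg method.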

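Between Control and Cripto KO Ly6C Low MPs, 17 genes had an adjusted p-value under 0.05 in the limma test, 11 of them higher in Control and 6 higher in Cripto KO MPs, and 1117 genes had an unadjusted p-value under 0.05. On simulated counts with 200 changed genes, the same test recovered 82% of genes changed 2-fold and 39.5% of genes changed 1.5-fold. The changed genes had a mean of at least 10 reads, and the simulated spread followed a smooth trend over genes. These shares may therefore be too high for the samples. Among the alternatives the number of genes with an adjusted p-value under 0.05 moved most with DESeq2 on the recovered reads, to 74 genes, and with voom weights, to 0 genes (1121 genes with an unadjusted p-value under 0.05), where the 10 smallest adjusted p-values were all 0.05004. Across the fits that each left out 1 sample, it went from 5 genes without Cripto KO replicate 2 to 31 genes without Control replicate 1. The gene with the smallest p-value was Gm13456 (ENSMUSG00000082536), a processed pseudogene on chromosome 2 of GRCm38 from 40555752 to 40557116. Its normalized value was 222 ± 88.6 (SD, n = 3) in Control and 0.597 ± 0.241 (SD, n = 3) in Cripto KO MPs, a log2 fold change of 8.52 (standard error 0.36, adjusted p = 2.38e-05, limma). It shares 64.9% of its 31-base words with Eef1a1, so its reads are uncertain. Vill (ENSMUSG00000038775) lies on chromosome 9 from 119052778 to 119071525, and had 555 reads in the Control and 1 read in the Cripto KO samples, which is at least 59.0-fold higher in Control (adjusted p = 0.00149, limma), and at least 37.7-fold without Control replicate 1. Gm8116 was at least 13.6-fold higher in Control (adjusted p = 0.0061, limma) and shares 94.7% of its words with Carnmt1. Gm5869 had a log2 fold change of 4.49 (adjusted p = 0.0061, limma) and shares 37.5% of its words with Eef1a1. These 4 genes passed the threshold in each of the 6 fits that left out 1 sample. The other named genes did not. None of these 4 passed in every alternative that kept all 6 samples. Their largest adjusted p over those alternatives was 0.0966 for Gm13456, 0.425 for Vill, 0.160 for Gm8116 and 0.356 for Gm5869. Atp6v0e2 (ENSMUSG00000039347), on chromosome 6 from 48537615 to 48541801, was 1.33 ± 0.678 (SD, n = 3) in Control and 17.4 ± 3.84 (SD, n = 3) in Cripto KO MPs (log2 fold change -3.83, standard error 0.38, adjusted p = 0.00845, limma), and its adjusted p rose to 0.0877 without Cripto KO replicate 2. Gm10073 (log2 fold change 7.95, adjusted p = 0.0235, limma), which shares 73.0% of its words with Rplp1, and Gm11942 (3.64, adjusted p = 0.0235, limma), which shares 51.1% of its words with Gm10073, both had an adjusted p of 0.128 without Control replicate 3. Gm10073 had 0 reads in Cripto KO replicate 1, and its log2 fold change was 6.51 without that sample. With pseudocounts of 0.5 and 1 it was 6.03 and 5.37. Gm15501 was at least 33.3-fold higher in Control (adjusted p = 0.0235, limma), a bound that rests on Control replicate 2 and was 9.47-fold without it, and had an adjusted p of 0.0969 without Cripto KO replicate 2. Marco (ENSMUSG00000026390), which encodes a scavenger receptor of macrophages, was 1.40 ± 0.17 (SD, n = 3) in Control and 9.52 ± 4.82 (SD, n = 3) in Cripto KO MPs (log2 fold change -2.65, standard error 0.34, adjusted p = 0.0262, limma), and its adjusted p was 0.149 without Cripto KO replicate 2. Spopl was also higher in Cripto KO MPs (log2 fold change -1.09, adjusted p = 0.029, limma; 0.145 without Control replicate 3). Cish (2.73), Alas1 (0.93) and Dusp7 (0.75) had positive log2 fold changes with an adjusted p of 0.0235 each (limma), and lie on chromosome 9 with Vill, within 10 Mb of Tdgf1. Their adjusted p rose to 0.125, 0.125 and 0.137 without Cripto KO replicate 2.

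**Figure D1:**
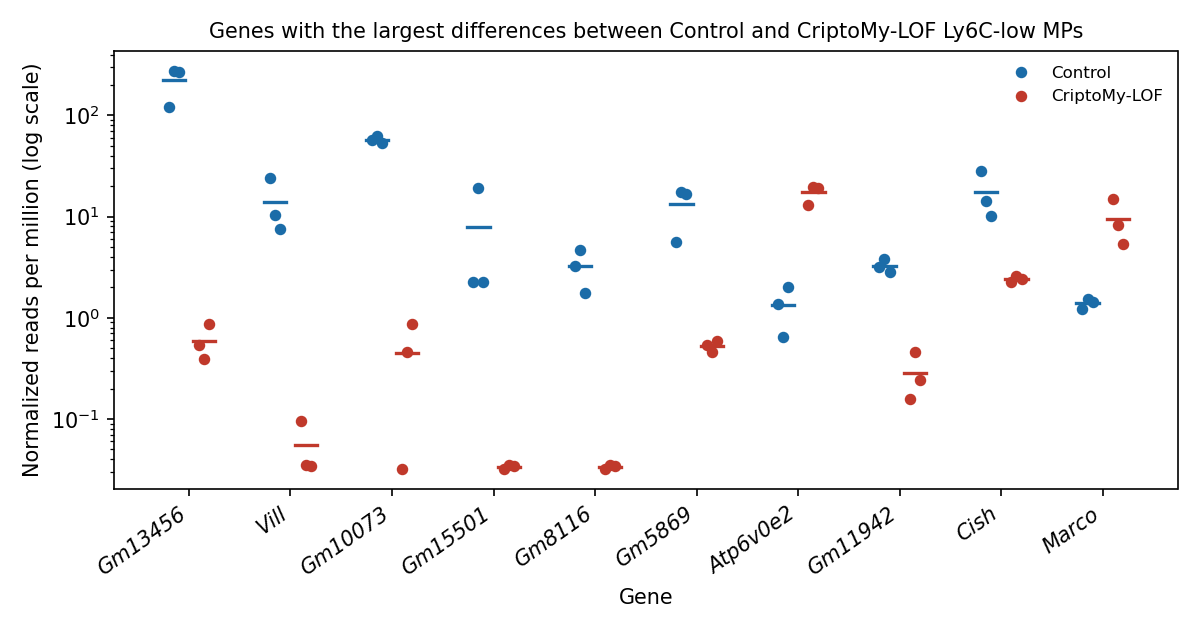
Normalized reads per 1000000 reads (log axis) of the 10 genes with the largest log2 fold changes among genes with an adjusted p-value under 0.05 and no overlap between the groups. Points are the 3 Control and 3 Cripto KO samples. Marco and Atp6v0e2 were higher in Cripto KO MPs, and the other 8 genes were higher in Control.

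The paper reads the smear plot of these data as the absence of main differences. From it the paper concludes that the signature of Ly6C Low MPs was kept without Cripto, and proposes that Cripto is not needed for this phenotype.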

Smear plot analysis of differentially expressed genes showed no main differences between Control and Cripto KO dataset (Fig 3F and Dataset EV1), indicating that Cripto KO MPs carried the overall expression signature of the Ly6C^Low^ MPs and suggesting that Cripto was dispensable to induce/maintain the Ly6C^Low^ phenotype.

Altogether, these findings indicated that Cripto acts as an extrinsic modulator of MP plasticity and suggested that it is required for the proper expansion/maintenance of the CD206^+^ anti‐inflammatory MP population.

### Cripto‐dependent modulation of MP phenotypes promotes skeletal muscle regeneration in acute injury and disease

We have recently shown that Cripto expression in the infiltrated MPs cannot compensate for the lack of Cripto in the myogenic compartment 19, suggesting that Cripto exerts a cell‐type‐specific role in the regeneration process. To investigate the effect of Cripto‐dependent modulation of MP phenotypes in the repair process, we performed morphometric analysis of Cripto^My‐LOF^ and Control TA muscles at days 5 and 30 after CTX‐induced injury (CTX‐I) (Fig 4A and B). Quantification of the minimal Feret's diameter of centrally nucleated fibers (CNF) showed no significant differences in the two groups at both time points (Fig 4C), indicating that regeneration was proceeding normally in Cripto^My‐LOF^ mice following a single muscle injury. To investigate this phenotype further and given the incomplete deletion of Cripto in the overall MP population (Fig EV2C), we used a more challenging model of re‐injury 27. To this end, Cripto^My‐LOF^ and Control TA muscles were injected with CTX and allowed to recover for 30 days; regenerated muscles were then re‐injured by a second CTX injection (CTX‐II), and the minimal Feret's diameter of CNF was determined at days 5 and 30 after re‐injury (Fig 4D and E). Unlike the absence of phenotype observed after a single muscle injury (CTX‐I), a significant shift toward smaller regenerating myofibers was detected in Cripto^My‐LOF^ muscles at both days 5 and 30 after re‐injury (Fig 4F), which is a clear indication of altered maturation of regenerating myofibers. Furthermore, the CD206^+^ anti‐inflammatory MPs significantly decreased in Cripto^My‐LOF^ TA muscles at day 5 after re‐injury (Fig EV3A), consistent with that observed in the single injury model (Figs 2E and 3D). Finally, to test whether myeloid Cripto deficiency may affect the satellite cell compartment, we analyzed the distribution of Pax7^+^ satellite cells. A transient reduction in Pax7^+^ cells was observed in Cripto^My‐LOF^ at day 5 after single injury, which was recovered at late time points (Fig EV3B and C).

**Figure 4:**
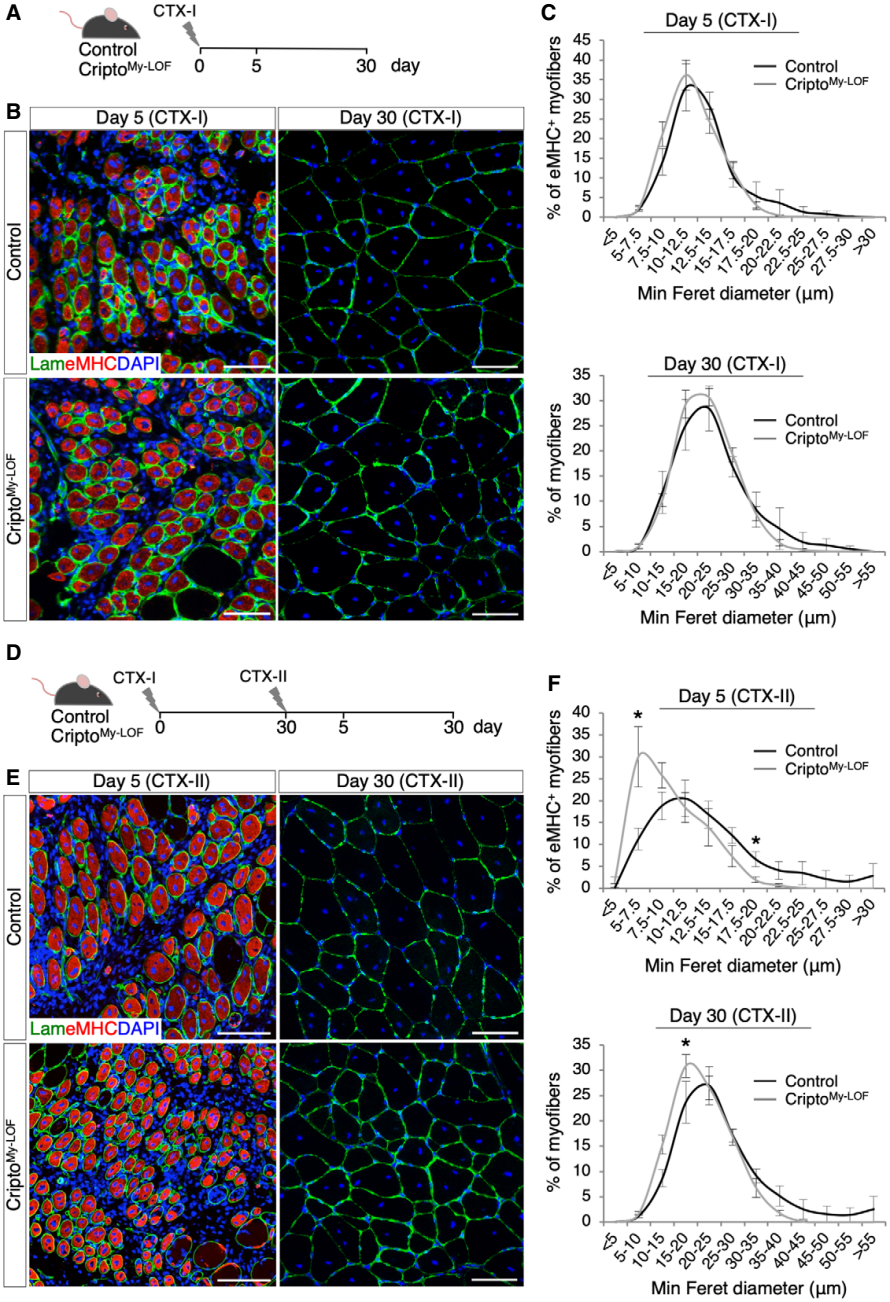
Effect of myeloid‐specific Cripto deletion on skeletal muscle regeneration process ASchematic representation of the experimental design in the single injury model (CTX‐I).BRepresentative pictures of double immunostaining with laminin (green) and embryonic myosin heavy chain (eMHC; red) at days 5 (left panel) and 30 (right panel) after cardiotoxin (CTX) injection.CMinimal Feret's diameter distribution of Control and Cripto^My‐LOF^ centrally nucleated myofibers at days 5 (top panel) and 30 (bottom panel) after CTX injection. Data are mean ± SEM (*n* = 5 biological replicates; *P* = ns, Student's *t*‐test).DSchematic representation of the experimental design in the re‐injury model (CTX‐II).ERepresentative pictures of double immunostaining with laminin (green) and eMHC (red) at days 5 (left panel) and 30 (right panel) after re‐injury (CTX‐II).FMinimal Feret's diameter distribution of Control and Cripto^My‐LOF^ centrally nucleated myofibers at days 5 (top panel) and 30 (bottom panel) after re‐injury (CTX‐II).Data information: Nuclei were counterstained with DAPI (blue). Scale bar: 100 μm. Data are mean ± SEM (*n* = 5 biological replicates; *P < 0.05, Student's *t*‐test).

**Figure EV3:**
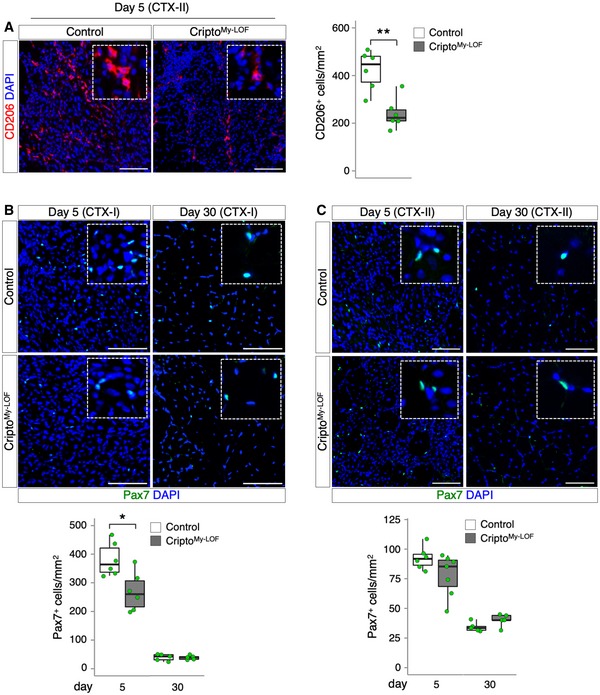
Effect of Cripto^My‐^ ^LOF^ on CD206^+^ MPs and Pax7^+^ satellite cells in acute injury ARepresentative pictures of CD206 (red) immunostaining of Cripto^My‐LOF^ and Control TA sections at day 5 after re‐injury (left panel) and quantification of CD206^+^ cells per area (mm^2^, right panel). Data are expressed as box plots displaying minimum, first quartile, median, third quartile, and maximum (*n* = 6 biological replicates; **P < 0.01; Student's *t*‐test).BRepresentative pictures of Pax7 (green) immunostaining of Cripto^My‐LOF^ and Control TA sections at days 5 (left panel) and 30 (right panel) after injury (CTX‐I) and quantification of Pax7^+^ cell number per area (mm^2^). Data are expressed as box plots displaying minimum, first quartile, median, third quartile, and maximum (*n* ≥ 5 biological replicates; *P < 0.05; Student's *t*‐test).CRepresentative pictures of Pax7 (green) immunostaining of Cripto^My‐LOF^ and Control TA sections at days 5 (left panel) and 30 (right panel) after re‐injury (CTX‐II) and quantification of Pax7^+^ cell number per area (mm^2^). Data are expressed as box plots displaying minimum, first quartile, median, third quartile, and maximum (*n* ≥ 5 biological replicates; *P* = ns; Student's *t*‐test). Data information: Nuclei were counterstained with DAPI (blue). Scale bar: 100 μm. Magnification of the boxes is 3.5×.

These findings prompted us to investigate the effect of myeloid Cripto deficiency in disease conditions, such as in the muscle dystrophinopathies. To address this issue directly, we extended the analysis to the *mdx* mouse, which is a well‐characterized model of Duchenne muscular dystrophy (DMD). Of note, while in acute injury a precise sequential presence of pro‐inflammatory and anti‐inflammatory MPs sustains skeletal muscle repair and regeneration, in DMD, the two MP populations coexist but fail to promote tissue repair and homeostasis recovery, eventually leading to fibrosis and fat deposition 2. In order to investigate the effect of myeloid‐specific *Cripto* deletion in adult *mdx* mice, we performed transplantation experiments of bone marrow (mutant or not for myeloid Cripto) into dystrophic mice. Bone marrow from GFP‐Cripto^My‐LOF^ and GFP‐Control mice was first transplanted into lethally irradiated 4‐month‐old *mdx* recipient mice (10^7^ cells/mouse). Sixteen weeks after transplantation, 8‐month‐old Cripto^My‐LOF^ (*mdx*‐Cripto^My‐LOF^) and Control (*mdx*‐Control) mice were sacrificed (Fig 5A). FACS analysis showed that a large majority (∼ 80%) of the infiltrated MPs were GFP^+^ in both *mdx*‐Cripto^My‐LOF^ and *mdx*‐Control muscles (Fig EV4A), indicating that, as in acute injury, *Cripto* deletion did not affect MP accumulation in dystrophic muscles. Interestingly, the large majority of both Control and Cripto^My‐LOF^ GFP^+^ MPs were Ly6C^Low^ (Fig EV4B). We thus assessed the distribution of CD206^+^ MPs in *mdx*‐Cripto^My‐LOF^ and *mdx*‐Control diaphragms by double staining for GFP and CD206. GFP‐positive cells largely infiltrated the diaphragm of both *mdx*‐Cripto^My‐LOF^ and *mdx*‐Control mice (Fig 5B left panels and C), in line with the idea that this is the most severely affected muscle in *mdx* mice 11. Remarkably, quantification of the GFP/CD206 double‐positive cells revealed a significant decrease in the CD206^+^ MPs in *mdx*‐Cripto^My‐LOF^ compared to Control (Fig 5B left panels and D). Complementary to these findings, double staining of muscle sections with GFP and pSMAD3 revealed a positive trend toward increased number of pSMAD3^+^ cells in the GFP population (Fig 5B middle and right panels and E), suggesting a tendency to increased TGFβ signaling also in *mdx* Cripto KO MPs. Activation of TGFβ signaling promotes mesenchymal transition and fibrosis and contributes to disease worsening in *mdx* mice 9, 13, 28. Consistent with this evidence, quantification of collagen deposition/fibrosis by Picrosirius red staining and hydroxyproline assay showed a significant increase in collagen accumulation in *mdx*‐Cripto^My‐LOF^ diaphragm muscles (Fig 5F–H). Complementary to these findings, minimal Feret's diameter revealed a significant accumulation in *mdx‐*Cripto^My‐LOF^ diaphragm muscle of smaller CNF at the expense of the large fibers (Fig 5I and J). Consistently, increased variance coefficient of minimal Feret's diameter indicated a higher variability of myofiber size in *mdx‐*Cripto^My‐LOF^ mice (Fig 5K). Furthermore, the density of eMHC‐positive myofibers was significantly reduced in *mdx*‐Cripto^My‐LOF^ diaphragms (Fig 5L and M), providing further evidence that myeloid‐specific *Cripto* deletion reduces the regenerative potential of the *mdx* diaphragm muscle leading to exacerbation of the dystrophic phenotype. Consistent with that observed in acute injury, no significant difference was found in the number of Pax7^+^ cells between the two groups (Fig EV4C), thus suggesting that ablation of myeloid Cripto did not affect, at least markedly, the satellite cell compartment.

**Figure 5:**
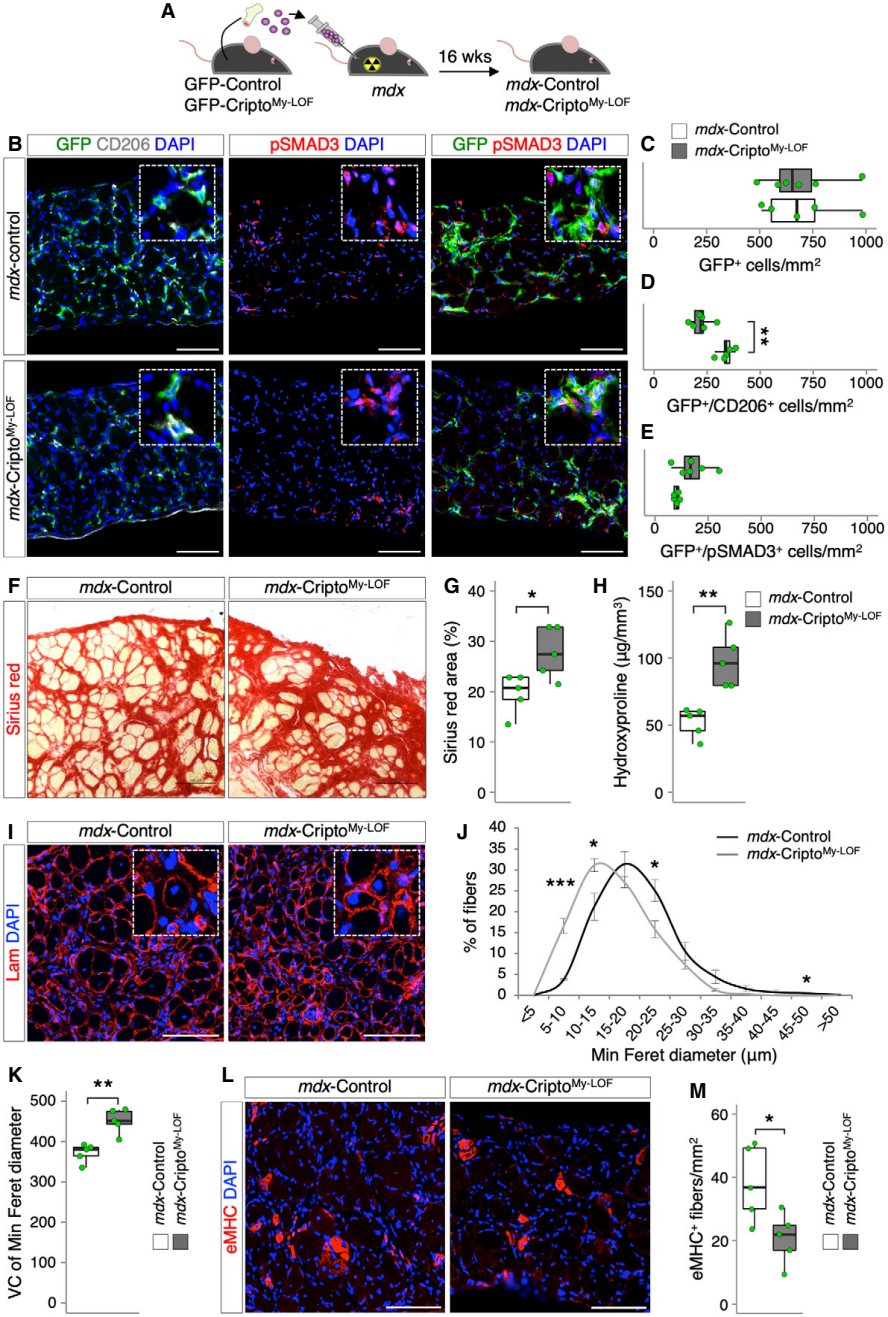
Myeloid‐specific Cripto deletion reduced the accumulation of CD206^+^ MPs and worsens the *mdx* phenotype ASchematic representation of the experimental strategy. Four‐month‐old lethally irradiated *mdx* mice were transplanted with either GFP‐Cripto^My‐LOF^ (*mdx*‐Cripto^My‐LOF^) or GFP‐Control (*mdx*‐Control) bone marrow and sacrificed at 16 weeks (wks) after transplantation.BRepresentative pictures of immunostaining of *mdx*‐Control and *mdx*‐Cripto^My‐LOF^ diaphragm sections with GFP (green) and CD206 (white; left panel), pSMAD3 (red; middle panel), and GFP and pSMAD3 (right panel).C–EQuantification of GFP (C)‐, GFP/CD206 (D)‐, and GFP/pSMAD3 (E)‐positive cells per area (mm^2^) in *mdx*‐Control and *mdx*‐Cripto^My‐LOF^ diaphragms. Data are expressed as box plots displaying minimum, first quartile, median, third quartile, and maximum (*n* ≥ 5 biological replicates; **P < 0.01, Student's *t*‐test).F, GRepresentative pictures of Picrosirius red staining of *mdx*‐Control and *mdx*‐Cripto^My‐LOF^ diaphragm sections (F) and quantification of Picrosirius red staining (G). Data are expressed as percentage of stained area and are box plots displaying minimum, first quartile, median, third quartile, and maximum (*n* = 5 biological replicates; *P < 0.05, Student's *t*‐test).HHydroxyproline (HOP) concentration in *mdx*‐Control and *mdx*‐Cripto^My‐LOF^ diaphragm muscle sections. Data are expressed as HOP levels (μg) per muscle section volume (mm^3^) and as box plots displaying minimum, first quartile, median, third quartile, and maximum (*n* = 5 biological replicates; **P < 0.01, Student's *t*‐test).I–KRepresentative images of laminin (red) immunostaining of *mdx*‐Control and *mdx*‐Cripto^My‐LOF^ diaphragm sections (I) and minimal Feret's diameter distribution (J) and variance coefficient (VC; K) of centrally nucleated myofibers. Data are expressed as mean ± SEM (*n* = 5 biological replicates; *P < 0.05; ***P < 0.001; Student's *t*‐test) and box plots displaying minimum, first quartile, median, third quartile, and maximum (*n* = 5 biological replicates; **P < 0.01; Student's *t*‐test).L, MRepresentative images of eMHC (red) immunostaining of *mdx*‐Control and *mdx*‐Cripto^My‐LOF^ diaphragm sections (L) and quantification of eMHC^+^ myofibers per area (mm^2^, M). Data are expressed as box plots displaying minimum, first quartile, median, third quartile, and maximum (*n* = 5 biological replicates; *P < 0.05; Student's *t*‐test).Data information: Nuclei were counterstained with DAPI (blue). Scale bar: 100 μm. Magnification of the boxes is 3.5×.

**Figure EV4:**
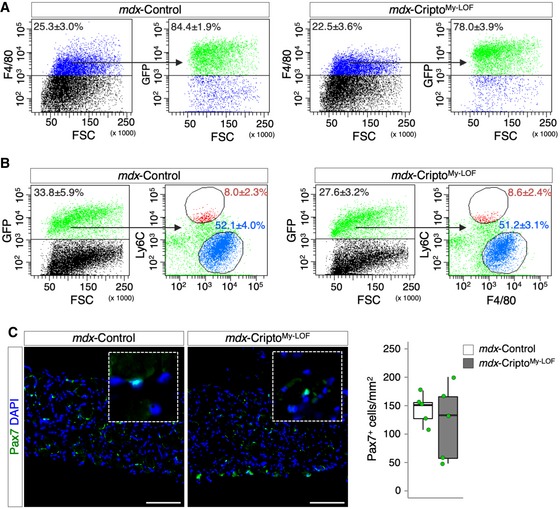
Cripto^My‐^ ^LOF^ does not affect Ly6C^high/Low^ distribution and satellite cells number in mdx mice ARepresentative FACS scatter plots showing the percentage of GFP^+^ gated on the F4/80^+^ cell population in *mdx*‐Control and *mdx*‐Cripto^My‐LOF^ muscles. Data are mean ± SEM [*n* = 3 biological replicates (*mdx*‐Control) and *n* = 5 biological replicates (*mdx*‐Cripto^My‐LOF^); *P* = ns; Student's *t*‐test].BRepresentative flow cytometry dot plots showing GFP^+^ and GFP^+^/F4/80^+^/Ly6C^Low/High^ cell populations in *mdx*‐Control and *mdx*‐Cripto^My‐LOF^ muscles. Data are mean ± SEM [*n* = 3 (*mdx*‐Control) and *n* = 5 biological replicates (*mdx*‐Cripto^My‐LOF^); *P* = ns; Student's *t*‐test].CRepresentative pictures of Pax7 (green) immunostaining of *mdx*‐Cripto^My‐LOF^ and *mdx*‐Control diaphragm sections (left panels) and quantification of Pax7^+^ cell number per area (mm^2^, right panels). Nuclei were counterstained with DAPI (blue). Scale bar: 100 μm. Magnification of the boxes is 3.5×. Data are expressed as box plots displaying minimum, first quartile, median, third quartile, and maximum (*n* = 5 biological replicates; *P* = ns; Student's *t*‐test).

Collectively, these results indicated that myeloid Cripto sustains accumulation of CD206^+^ anti‐inflammatory MPs in acutely injured and dystrophic muscles, enhancing muscle regeneration/repair.

### Cripto^My‐LOF^ affects endothelial plasticity through modulation of EndMT in injured and dystrophic muscle

Despite extensive research efforts, knowledge of the specific contribution of the MP subpopulations to rebuilding the damaged muscle is still limited. It is known that anti‐inflammatory MPs produce angiogenic factors and promote neovascularization 29, 30. We therefore investigated the effect of Cripto^My‐LOF^ on vascular remodeling of injured and dystrophic muscles. Time‐course immunofluorescence analysis for CD31 at days 5 and 30 after single CTX injection (CTX‐I) showed a significant reduction in both capillary density (CD) and area (CA) in Cripto^My‐LOF^ muscles (Fig 6A–C), whereas no difference was observed in resting conditions (Appendix Fig S3). Of note, while the reduction in the CD was transient in Cripto^My‐LOF^ muscles and correlates with defective accumulation of CD206^+^ MPs at day 5, reduction in the CA persisted at day 30, when inflammation is resolved (Fig 6B and C). To further support the CA analysis at day 5, a separate quantification of the small and large CA revealed an inverse distribution of the different capillary sizes in the two groups (CA < 20 μm^2^, 31.5 ± 3.7% in Control vs. 41.4 ± 0.6% in Cripto^My‐LOF^; CA > 100 μm^2^, 11.2 ± 1.3% in Control vs. 4.9 ± 0.6% in Cripto^My‐LOF^; Fig 6D). We then extended the analysis to both re‐injured (CTX‐II) and dystrophic (*mdx*) muscles by staining for CD31 or VE‐cadherin (VEcad), respectively (Fig 6E and F). Consistent with the findings above, Cripto^My‐LOF^ re‐injured and dystrophic muscles showed a significant reduction in CA as well as a trend toward a decreased CD (Fig 6G–J), providing evidence that Cripto‐dependent modulation of CD206^+^ anti‐inflammatory MPs influenced vascular remodeling.

**Figure 6:**
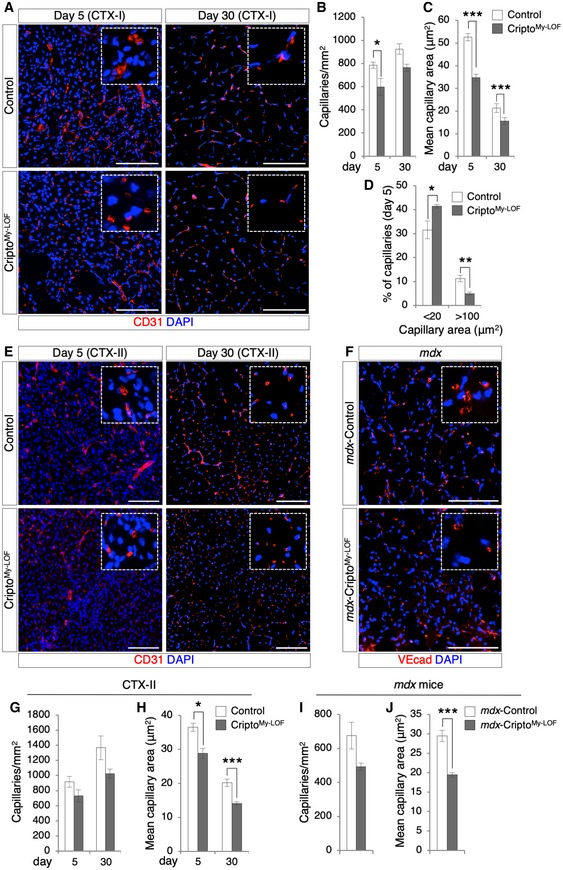
Myeloid‐specific Cripto deletion affects vascular remodeling ARepresentative pictures of CD31 (red) immunostaining of Control and Cripto^My‐LOF^ TA sections at days 5 (left panel) and 30 (right panel) after single injury (CTX‐I).B–DQuantification of CD31^+^ capillary number per area (mm^2^; B), average of capillary cross‐sectional area (μm^2^; C), and percentage of small (< 20 μm^2^) and large (> 100 μm^2^) capillaries (D) in Control and Cripto^My‐LOF^ injured muscles at indicated time points after single injury (CTX‐I). Data are mean ± SEM (*n* = 5 biological replicates; *P < 0.05; **P < 0.01; ***P < 0.001, Student's *t*‐test).ERepresentative pictures of CD31 (red) immunostaining of Control and Cripto^My‐LOF^ TA sections at days 5 (left panel) and 30 (right panel) after re‐injury (CTX‐II).FRepresentative pictures of *mdx*‐Control and *mdx*‐Cripto^My‐LOF^ diaphragm sections immunostained with VEcad (red).G, HQuantification of CD31^+^ capillary number per area (mm^2^; G) and average of capillary cross‐sectional area (μm^2^; H) in Control and Cripto^My‐LOF^ injured muscles at the indicated time points after re‐injury (CTX‐II). Data are mean ± SEM (*n* = 6 biological replicates; *P < 0.05; ***P < 0.001, Student's *t*‐test).I, JQuantification of capillary number per area (mm^2^; I) and average of capillary cross‐sectional area (μm^2^; J) in *mdx*‐Control and *mdx*‐Cripto^My‐LOF^ diaphragm muscles. Data are mean ± SEM (*n* = 5 biological replicates; ***P < 0.001, Student's *t*‐test).Data information: Nuclei were counterstained with DAPI (blue). Scale bar: 100 μm. Magnification of the boxes is 3.5×.

Emerging evidence points to a key role of infiltrating MPs in regulating the fate of endothelial‐derived progenitor cells. Specifically, MPs are crucial to restrict the process of Endothelial‐to‐Mesenchymal Transition (EndMT) by which endothelial cells (ECs) loose endothelial markers and functions to acquire a mesenchymal phenotype 8, 9 leading to vascular abnormalities. To date, the contribution of the different MP populations in the control of EndMT remains largely unclear. Given the predominant effect of Cripto KO on the CD206^+^ MPs, we assumed that Cripto^My‐LOF^ mice are a suitable model to address this issue. We therefore investigated the extent of EndMT in Cripto^My‐LOF^ and Control mice. To this end, TA muscles at day 5 were double stained with the EC markers (VEcad or CD31) and either the EndMT inducer KLF4 31 or the mesenchymal markers TCF4 and PDGFRα (Figs 7A and E, and EV5A). Quantification analysis revealed a strong, consistent increase in double‐positive VEcad/KLF4 and VEcad/TCF4 (Fig 7B and C), CD31/TCF4 (Fig 7D), and CD31/PDGFRα (Fig 7F) cells in Cripto^My‐LOF^ mice compared to Control, indicating increased propensity of ECs to undergo EndMT. The increased tendency to acquire mesenchymal gene expression was rather specific of the EC population since the overall number of CD31^−^/PDGFRα^+^ cells was comparable between Cripto^My‐LOF^ and Control (Fig 7G).

**Figure 7:**
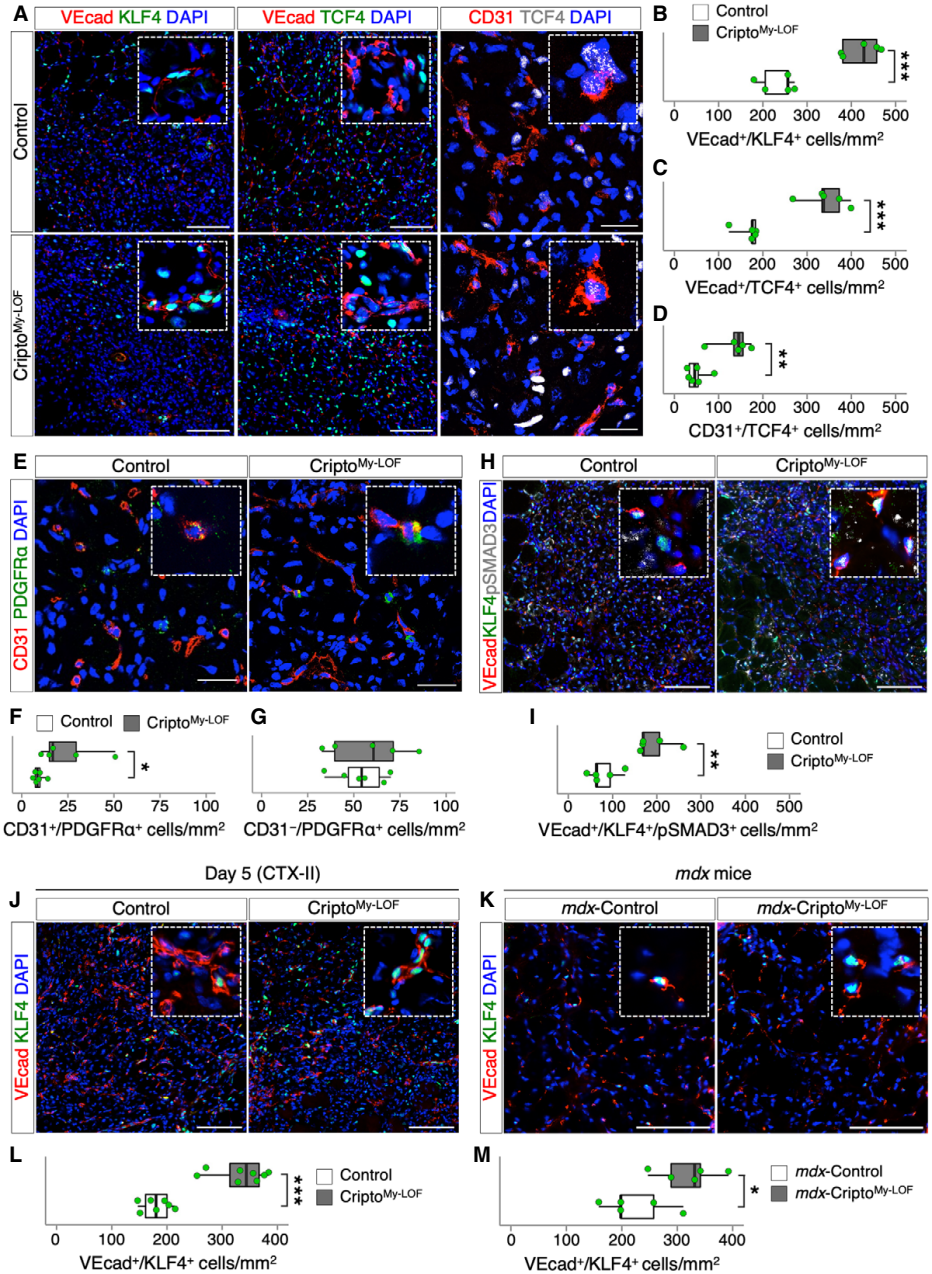
Cripto modulates endothelial plasticity by restricting Endothelial‐to‐Mesenchymal Transition ARepresentative pictures of double immunostaining with VEcad (red; left and middle panels) and KLF4 (green, left panel) or TCF4 (green, middle panel), and with CD31 (red; right panels, confocal pictures) and TCF4 (white, right panel) on Control and Cripto^My‐LOF^ TA sections at day 5 after injury.B–DQuantification of VEcad/KLF4 (B), VEcad/TCF4 (C), and CD31/TCF4 (D) double‐positive cells per area (mm^2^) in Control and Cripto^My‐LOF^ TA sections at day 5 after injury.ERepresentative Confocal pictures of CD31^+^ (red) and PDGFRα^+^ (green) immunostaining on Control and Cripto^My‐LOF^ TA sections at day 5 after injury.F, GQuantification of CD31^+^/PDGFRα^+^ (F) and CD31^−^/PDGFRα^+^ (G) cells per area (mm^2^).H, IRepresentative pictures of triple immunostaining with VEcad (red), KLF4 (green), and pSMAD3 (white) on Control and Cripto^My‐LOF^ TA sections at day 5 after injury (H) and quantification of VEcad/KLF4/pSMAD3 triple‐positive cells per area (mm^2^; I).J, KRepresentative pictures of double immunostaining with VEcad (red) and KLF4 (green) on Control and Cripto^My‐LOF^ TA sections at day 5 after re‐injury (CTX‐II; J) and on diaphragm sections of *mdx*‐Control and *mdx*‐Cripto^My‐LOF^ (K).L, MQuantification of VEcad/KLF4 double‐positive cells per area (mm^2^) in Control and Cripto^My‐LOF^ TA sections at day 5 after re‐injury (CTX‐II; L) and in diaphragm sections of *mdx*‐Control and *mdx*‐Cripto^My‐LOF^ (M).Data information: Nuclei were counterstained with DAPI (blue). Scale bar: 100 μm. Confocal pictures scale bar: 25 μm. Magnification of the boxes is 3.5×. Data are expressed as box plots displaying minimum, first quartile, median, third quartile, and maximum (*n* ≥ 5 biological replicates; *P < 0.05; **P < 0.01; ***P < 0.001; Student's *t*‐test).

**Figure EV5:**
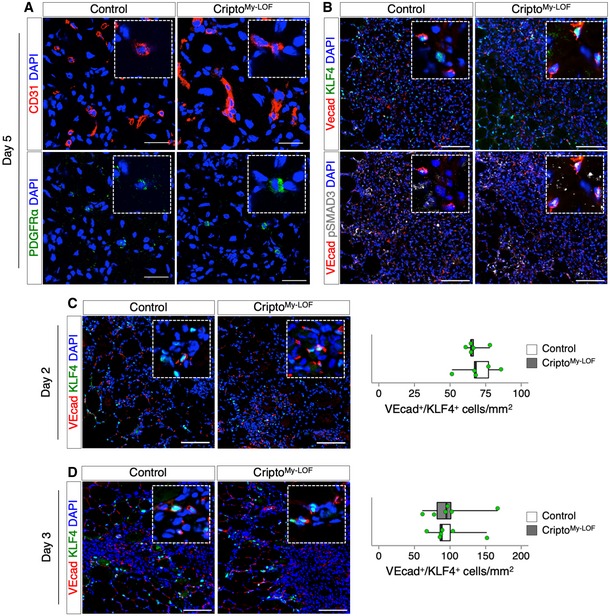
Cripto^My‐^ ^LOF^ affects endothelial plasticity in injured skeletal muscle ARepresentative confocal pictures of double immunostaining with CD31 (red) and PDGFRα (green) on Control and Cripto^My‐LOF^ TA sections at day 5 after injury. Split green and red channels of Fig 7E are shown.BRepresentative pictures of triple immunostaining with VEcad (red), KLF4 (green), and pSMAD3 (white) on Control and Cripto^My‐LOF^ TA sections at day 5 after injury. Merged channels of VEcad/KLF4 (top panels) and VEcad/pSMAD3 of Fig 7H are shown.C, DRepresentative pictures of double immunostaining with VEcad (red) and KLF4 (green) on Control and Cripto^My‐LOF^ TA sections at day 2 (C, left panels) and day 3 (D, left panels) after injury and quantification of VEcad/KLF4 double‐positive cells per area (mm^2^) at day 2 (C, right panel) and day 3 (D, right panel).Data information: Nuclei were counterstained with DAPI (blue). Scale bar: 100 μm. Confocal pictures (A) scale bar: 25 μm. Magnification of the boxes is 3.5×. Data are expressed as box plots displaying minimum, first quartile, median, third quartile, and maximum (*n* ≥ 5 biological replicates; *P* = ns; Student's *t*‐test).

Several signaling molecules can induce EndMT, which can be produced either by the resident cells of the injured tissue or by the infiltrated immune cells. One of the best characterized inducers of EndMT is TGFβ 8, 32. We therefore looked at pSMAD3 in the VEcad^+^/KLF4^+^ cell population by triple immunostaining of muscle sections for VEcad, KLF4, and pSMAD3 (Figs 7H and EV5B). The distribution of VEcad/KLF4/pSMAD3 triple‐positive cells significantly increased in Cripto^My‐LOF^ muscles (Fig 7I), indicating that increased EndMT positively correlates with increased/persistent activation of TGFβ signaling in ECs. To further investigate the effect of Cripto^My‐LOF^ on the modulation of vascular remodeling, we extended the analysis to re‐injured and dystrophic muscles (Fig 7J and K). Consistent with the above findings, the frequency of VEcad/KLF4 double‐positive cells similarly increased in Cripto^My‐LOF^ re‐injured (CTX‐II) and dystrophic (mdx‐Cripto^My‐LOF^) muscles (Fig 7L and M). Of note, we could not observe any significant increase in EndMT in Cripto^My‐LOF^ muscles at days 2 and 3 after single injury (Fig EV5C and D). Similarly, no difference was found in the CD206^+^ MP population between Cripto^My‐LOF^ and Control at these time points (Fig 2C and D, and Appendix Fig S4). Thus, our evidence of an invariable inverse correlation between the abundance of CD206^+^ MPs and the extent of EndMT pointed to a key role of this MP population in restricting EndMT.

Altogether, these findings provided evidence that Cripto‐dependent modulation of the MP phenotype controls vascular remodeling in injured and dystrophic muscles, at least in part, by counteracting TGFβ‐induced EndMT.

## Discussion

Macrophage (MP) polarization is a highly dynamic process and it is now clear that the M1/M2 phenotypes only define the extremes of a phenotypic continuum, with MPs often displaying characteristics of both states at the same time *in vivo* 33. The molecular basis of this plasticity is still far to be elucidated also due to the fact that *in vitro* polarization poorly mimics the complexity of *in vivo* conditions, including for instance the influence of microenvironment. In the present study, we reveal a key role of the extracellular membrane protein Cripto in shaping MP phenotypes in injured and dystrophic muscles. Specifically, we used the intramuscular injection of cardiotoxin (CTX) as a model of acute muscle injury. Although the CTX injection is not physiological and the muscle damage is different to that induced by exercise or chronic disease, it is a widely used model since it induces a sequential and synchronous skeletal muscle regeneration characterized by neutrophil and macrophage infiltration 27. We provide unprecedented evidence that Cripto is predominantly expressed at the membrane of anti‐inflammatory (Ly6C^Low^) MPs, which progressively infiltrates the muscle following CTX‐induced acute injury. In line with its expression profile, myeloid‐specific *Cripto* genetic ablation (Cripto^My‐LOF^) reduces the number of CD206^+^ anti‐inflammatory MPs both in acute injury and in disease.

Molecular and immunofluorescence analysis indicate that while the CD206^+^ MPs are present in normal number in Cripto^My‐LOF^ muscles at early time point after acute injury, they are significantly reduced later on, concomitantly to the time of their increase in the regenerating muscle. It thus stands to reason that this anti‐inflammatory MP population is induced but then fail to properly expand/accumulate in the absence of Cripto. Since myeloid‐specific Cripto KO does not affect macrophage accumulation, it is reasonable to assume that Cripto^My‐LOF^ MPs show a mixed phenotype. In line with this idea, while the expression of key anti‐inflammatory genes (*Arg1* and *Fizz1*) is reduced in Cripto KO MPs at day 5 after injury, consistent with the reduced CD206^+^ MPs, other anti‐inflammatory‐specific genes, including *Il10*,* Il4ra,* and *Tgfβ,* are not affected, pointing to perturbation of MP plasticity rather than impaired phenotypic transition.

Recent findings suggest that at early stage of acute injury, infiltrating MP populations are broadly activated rather than polarized, as they express both pro‐ and anti‐inflammatory genes 34. Our findings are in line with this assumption; for instance, the anti‐inflammatory genes *Arg1* and *Fizz1* are already expressed at day 2 after injury. It is thus tempting to speculate that Cripto expression at the early time point may also reflect the broad activation of the infiltrated MPs. Interestingly, at this early stage of acute injury, *Cripto* genetic ablation affects neither pro‐ nor anti‐inflammatory gene expression, with the exception of the pro‐inflammatory marker *Nos2*. Conversely, several lines of evidence indicate that Cripto controls the proper distribution of CD206^+^ MPs in acute injury and disease. First, the number of CD206^+^ MPs is consistently reduced in Cripto^My‐LOF^ injured and dystrophic muscles. Furthermore, Cripto^My‐LOF^ affects neither the frequency of the GFP^+^/F4/80^+^/Ly6C^Low^ anti‐inflammatory MPs nor their genome‐wide expression profile, providing support to the idea that Cripto is dispensable for the induction and maintenance of the Ly6C^Low^ MP population, but it is rather required for the maintenance and/or expansion of the CD206^+^ MP phenotype.

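In the GFP+/Ly6C Low MPs on day 5, none of the 22 listed genes that the paper names had an adjusted p-value under 0.05 over all genes in the limma test, 2 (Klf4 and Pdgfra) had an unadjusted p-value under 0.05, and 1 (Klf4) passed when adjusted over the list alone. Adgre1, which encodes F4/80, had a normalized value of 1230.4 ± 49.3 (SD, n = 3) in Control and 1198 ± 166 (SD, n = 3) in Cripto KO MPs, and its log2 fold change of 0.05 turned to -0.03 without Cripto KO replicate 3. Mrc1, which encodes CD206, was 590.1 ± 13.9 (SD, n = 3) in Control and 647 ± 30.5 (SD, n = 3) in Cripto KO MPs (log2 fold change -0.13, standard error 0.07, adjusted p = 0.64, limma). The Ly6C genes were low in both groups. Ly6c2 was 3.06 ± 0.466 (SD, n = 3) in Control and 2.44 ± 0.0024 (SD, n = 3) in Cripto KO MPs, and Ly6c1 was 4.01 ± 1.46 (SD, n = 3) and 5.47 ± 0.891 (SD, n = 3), with adjusted p-values of 0.731 and 0.69 (limma). Klf4 was 531 ± 22.2 (SD, n = 3) in Control and 426.5 ± 18.4 (SD, n = 3) in Cripto KO MPs (log2 fold change 0.32, standard error 0.07, adjusted p = 0.235, limma). It passed the threshold with DESeq2 (adjusted p = 0.0247, with a range of 0.0247 to 0.752 over the alternatives, leaving out single samples included).

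**Figure D2:**
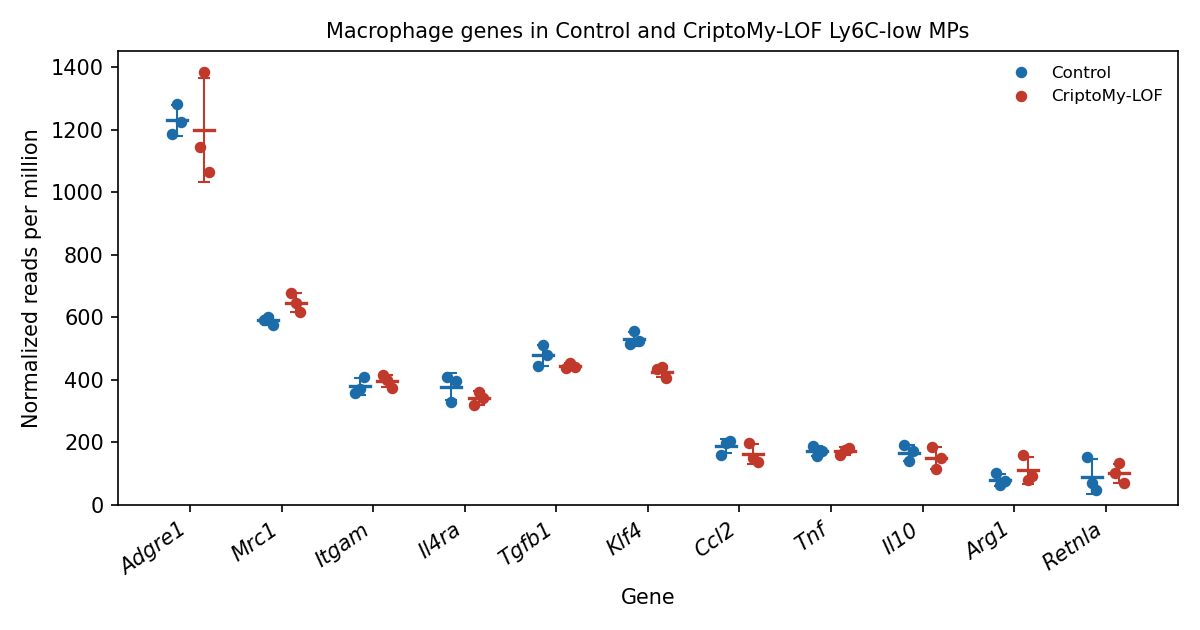
Normalized reads per 1000000 reads of 11 macrophage genes. Points are single samples, bars the means of 3 samples and whiskers the SD. The Control and Cripto KO values of Adgre1 overlap, and those of Klf4 and Mrc1 do not.

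Lists of genes were then tested with camera, with a preset inter-gene correlation of 0.01 and adjustment over 9 lists. Over 24 genes of CD206+ MPs the median log2 fold change was -0.11, with 17 genes lower in Control (camera in limma, adjusted p = 0.0128). It was -0.03 without Control replicate 3 (adjusted p = 0.13) and -0.05 without Cripto KO replicate 1 (adjusted p = 0.482), and adjusted p-values ranged from 0.00126 to 0.0238 over the alternatives that kept all 6 samples. Over 21 genes of Ly6C High MPs the median was 0.03 (adjusted p = 0.339, camera in limma), and it was -0.09 without Control replicate 1 and 0.19 without Control replicate 2. Over 25 targets of TGFβ/SMAD signaling it was 0.05 (adjusted p = 0.544, camera in limma), and it was 0.01 without Cripto KO replicate 3. Over 25 genes of the interferon-gamma response it was 0.18 (adjusted p = 1.69e-06, camera in limma), with 2 genes lower in Control. The median fell to 0.09 without Control replicate 1 and was 0.31 without Cripto KO replicate 1. This list was written after some of its genes had been seen in Dataset EV1, so it is not independent evidence. Neither the CD206+ nor the interferon-gamma list held under fry (adjusted p = 0.517 and 0.463, limma). With an estimated correlation in camera their adjusted p-values were 0.666 and 0.629. Adjusted over the list alone, 1 gene of the CD206+ list, 1 of the Ly6C High list, 5 of the interferon-gamma list and 0 of the TGFβ/SMAD list passed, and 3, 1, 6 and 3 had an unadjusted p-value under 0.05. Over all genes 1 gene of these 4 lists (Marco) passed.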

MPs change their phenotypes in response to different stimuli in the microenvironment, among which TGFβ plays a crucial role. Indeed, MPs secrete high level of latent TGFβ protein, which becomes activated 13, and mediate the crosstalk with other muscle cellular components including ECs, fibroblasts, and fibro‐adipogenic precursors (FAPs) 9. TGFβ signaling is modulated via the control of a large repertoire of extracellular and membrane proteins, which regulate the strength of the signaling and the cell‐specific response, including Cripto 35. Indeed, Cripto can attenuate TGFβ‐1 signaling by interfering with its binding to the Act‐R II receptors 26 thus raising the possibility that Cripto‐dependent control of MP plasticity may occur, at least in part, through modulation of TGFβ/Smad signaling. In line with this hypothesis, we find a strong increase in pSMAD3^+^ cells in the CD206^−^ MP population in Cripto KO mice, which inversely correlates with the reduction in the CD206^+^ MPs. The inverse correlation between the number of pSMAD3^+^ and CD206^+^ MPs suggests that a persistent/aberrant activation of TGFβ/Smad signaling prevents, at least in part, the proper expansion of the CD206^+^ anti‐inflammatory MPs in the absence of Cripto. This Cripto‐dependent modulation of MP plasticity contributes to efficient regeneration/maturation of muscle fibers both in acute injury and in chronic disease conditions. We thus propose that, while myeloid Cripto is dispensable for macrophage polarization, it contributes, along with other factors, to create the proper inflammatory microenvironment for muscle repair and regeneration.

In line with the idea that Cripto exerts a cell‐type‐specific role in muscle repair 19, myeloid Cripto ablation does not significantly affect the satellite cell number, suggesting the involvement of other cell types. It is known that anti‐inflammatory MPs exert a key role in the rebuilding of skeletal muscle by producing anti‐inflammatory cytokines and by secreting pro‐angiogenic factors that promote vascular remodeling. Furthermore, MPs play a crucial role in shaping the fate of endothelial‐derived progenitor cells by restricting the process known as Endothelial‐to‐Mesenchymal Transition (EndMT) by which ECs loose endothelial markers and functions and acquire a mesenchymal phenotype 8, 9, 10. Several lines of evidence suggest that this phenotypic switch likely occurs as a continuum with temporal changes in the expression of endothelial and mesenchymal markers 36. How this multistep process is controlled, and whether intermediate/plastic phenotypes can be maintained without progressing toward a fully mesenchymal state is a major unresolved issue. So far, the contribution of MPs to the process of EndMT in skeletal muscle, and their functional interaction with other muscle cell population, has been investigated by using chemical/toxin‐induced depletion of MPs 4, 8, 10, 37. Thus, the specific contribution of the different and occasionally antagonistic MP phenotypes to this process remains poorly understood. Here, we provide evidence that the CD206^+^ MPs exert a key role in regulating EndMT both in injured and dystrophic muscles. Specifically, we show that the reduction in the CD206^+^ MPs invariably correlates with increased EndMT in Cripto^My‐LOF^ mice, pointing to a key role of Cripto in this complex scenario. It is reasonable to assume that Cripto may exert its activity either directly, as a paracrine factor produced by the anti‐inflammatory MPs, or indirectly through regulating maintenance/expansion of CD206^+^ MP population. The invariable inverse correlation between the CD206^+^ MPs and the extent of EndMT would favor the hypothesis that a proper expansion/maintenance of these anti‐inflammatory MPs is a crucial condition to prevent excessive EndMT.

Increased TGFβ signaling is major contributor to excessive EndMT and fibrosis, and predictor of chronic muscle disease worsening 12. Yet, the specific contribution of the pro‐ and anti‐inflammatory MPs to this scenario is still a question of debate and data are somehow controversial. Here, we show that reduced accumulation of CD206^+^ MPs associates with increased EndMT and fibrosis in *mdx*‐Cripto^My‐LOF^ mice. Although we cannot assume any causative correlation between increased EndMT and fibrosis, we suggest that accumulation/expansion of CD206^+^ MPs contributes to myofiber regeneration/maturation in dystrophic mice, preventing excessive collagen deposition. In line with this idea, it has been recently showed that anti‐inflammatory MPs are associated to areas with regenerating myofibers in *mdx* mice 13.

Collectively, these findings point to a previously unknown role for Cripto as a regulator of MP plasticity and EndMT in skeletal muscle acute injury and disease. The human relevance of our findings remains to be determined. Indeed, human and mouse immune system exhibit extensive similarities; however, some differences have been reported 38. For instance, how the continuum of human and murine macrophages phenotypes is aligned is still unclear 39. Thus, although differences may exist between mouse and human MP phenotypes, Cripto^My‐LOF^ mice provide a unique genetic model to study the specific contribution of CD206^+^ anti‐inflammatory MP population in different pathologies where inflammation play a critical role, including vascular disease and cancer.

## Materials and Methods

### Mouse models and genotyping

Experiments were done in accordance with the law on animal experimentation (article 7; D.L. 116/92) under the Animal Protocol approved by the Department of Public Health, Animal Health, Nutrition and Food Safety of the Italian Ministry of Health. Bone marrow transplantation experiments were approved by the ethics committee of the Barcelona Biomedical Research Park (PRBB) and by the Catalan Government.

Experimental mice were 10–12 weeks old, if not differently specified. We did not perform randomization for blinded experiments in this animal study. The *Tg:LysMCre::Cripto* ^*fl*/*fl*^ mice (Cripto^My‐LOF^) were generated by crossing the *Tg:LysMCre* strain (Jackson stock number 004781) 22 to *Tg:Cripto* ^*fl*/*fl*^ transgenic mice 21. *Tg:LysMCre::R26* ^*mTmG*^ *::Cripto* ^*fl*/*fl*^ (GFP‐Cripto^My‐LOF^) mice were obtained by crossing the *Tg:LysMCre::Cripto* ^*fl*/*fl*^ mice to the *Tg:R26* ^*mTmG*^ reporter line 23. Mice genotyping was performed by PCR using primers listed in Appendix Table S1. To quantify the efficiency of *Cripto* deletion, quantitative real‐time PCR (qPCR) of wild‐type *Cripto* allele was performed on genomic DNA samples. The amount of wild‐type *Cripto* was measured by using specific primers that amplify a DNA region encompassing exon 4, inside the LoxP‐flanked region. Sequence‐specific primers were designed to amplify exon 2*,* outside the LoxP‐flanked region, that was used as reference PCR. The amount of wild‐type *Cripto* was calculated over the reference PCR. Primers are listed in Appendix Table S1.

### Nucleic acid extraction and quantitative RT–PCR analysis

Genomic DNA was isolated by a standard phenol–chloroform method using an SDS/NaCl extraction buffer (200 mM Tris–HCl pH 7.5, 25 mM EDTA, 250 mM NaCl, and 0.5% SDS).

Total RNAs were isolated in TRIzol (Sigma‐Aldrich) by using the Direct‐Zol Miniprep Kit (Zymo Research) following manufacturer's instructions, and reverse transcribed using QuantiTect Reverse Transcription Kit (Qiagen). Quantitative real‐time PCR (qPCR) was performed using SYBR GREEN PCR Master Mix (FluoCycle II™ SYBR^®^, EuroClone). Primers are listed in Appendix Table S2.

### Muscle injury, histological, and immunofluorescence analysis

To induce muscle damage, 20, 30 μl, or 50 μl of cardiotoxin (CTX; Latoxan, 10 μM) was injected in the tibialis anterior (TA), gastrocnemius, and quadriceps muscle, respectively. Muscles were collected and embedded in OCT (Bio‐Optica) or directly snap‐frozen in liquid nitrogen‐cooled isopentane for cryosection, as previously described 40.

Immunofluorescence (IF) staining was performed on serial muscle sections (10 μm). After fixation in PFA 4% (wt/vol), muscle sections were permeabilized with 0.2% Triton X‐100 (Sigma), 1% BSA in PBS for 30 min at room temperature and then blocked in 10% serum, 1% BSA in PBS for 60 min, before incubation with the primary antibody for overnight at 4°C. Appropriate fluorochrome‐conjugated antibodies were used as second‐step reagent. For Pax7 visualization, muscle sections were processed as previously described 41. Briefly, cryosections were fixed in 4% (wt/vol) PFA and permeabilized in ice‐cold methanol for 6 min at −20°C. Slides were subjected to antigen retrieval in boiling 10 mM Na‐citrate (pH 6.0) solution for 15 min, followed by cooling for 30 min. Sections were then incubated in blocking buffer with 4% IgG‐free BSA (Jackson) in PBS for 2 h, and endogenous immunoglobulins were blocked with AffiniPure Fab Fragment Goat Anti‐Mouse IgG (Jackson) for 30 min at room temperature. Primary antibody was incubated overnight at 4°C. Biotin‐conjugated secondary antibody and Alexa Fluor 488‐conjugate streptavidin (Invitrogen; S32354) were used for the detection. Nuclei were counterstained with DAPI (1 μg/ml; Roche), and FluorSave Reagent (Calbiochem) was used for mounting. Primary and secondary antibodies used are listed in Appendix Table S3.

### Images acquisition and analyses

Bright‐field and fluorescent images were taken by using DM6000B (Leica), ECLIPSE NI‐E (Nikon), or Confocal TCS SP5 (Leica) microscopes. Immunofluorescence images showing double and triple fluorescence were acquired separately by using appropriate filters. The different layers were then merged and edited by using Adobe Photoshop CS6. Histological quantifications were performed considering all regenerating areas (20× magnification or 40× magnification).

For quantifying the F4/80‐positive area, images were processed through the threshold tool of the ImageJ software to segment out and measure the staining areas. For quantification of CD31‐ or VEcad‐positive staining, the signal from CD31 or VEcad immunostaining was processed by using the ImageJ software as previously described 42. An empirically determined threshold was used to segment out CD31‐ or VEcad‐positive regions, thereby calculating the density and area of capillaries by using the Analyze Particles tool of the ImageJ software.

Morphometric analyses were performed on sections collected from similar regions of each muscle. Minimal Feret's diameter of muscle fibers was determined on immunostained sections (500–1,000 fibers/muscle) using the ImageJ software. Variance coefficient of minimal Feret's diameter was calculated as reported 43.

For collagen quantification, 10‐μm‐thick sections were stained with Sirius Red (Sigma‐Aldrich) according to standard procedures. Briefly, sections were incubated with 0.1% Sirius Red solution dissolved in aqueous saturated picric acid for 1 h, washed rapidly in 2% acetic acid, dehydrated, and mounted with DPX Mounting. Collagen content was calculated as a percentage of the red‐stained area/section using ImageJ (https://imagej.nih.gov/ij/docs/examples/stained-sections/).

### Florescence‐activated cell sorting

Muscles were removed and separated from the bones, and dissociated by enzymatic digestion using 3 U/ml Dispase II (Roche), 0.5 U/ml Collagenase A (Roche), 10 μg/ml DNAse I (Roche), 400 μM CaCl_2_, and 5 μM MgCl_2_ in phosphate‐buffered saline (PBS), for 75 min in a shaking bath at 37°C. Cells were then washed with DMEM (Gibco) and filtered with 100‐ and 70‐μm cell strainers (Corning). Following filtration, red blood cells were removed using BD Pharm Lyse™ (BD Biosciences) according to the manufacturer's instructions, and the remaining cells were re‐suspended in PBS 2% FBS (FACS buffer). Macrophages were blocked using purified *Rat Anti*‐*Mouse CD16*/*CD32* (*Mouse BD Fc Block*™; 1:100) for 15 min at 4°C and then incubated with the indicated primary antibodies for 30 min at 4°C. After washing with ice‐cold PBS, cells were either analyzed or sorted with a FACSAria II (BD Biosciences); data were analyzed with FACSDiva software (BD Biosciences). Free channel was used to exclude auto‐fluorescent cells from the analysis. Primary antibodies used are listed in Appendix Table S3.

### ELISA

To quantify Cripto protein, 96‐well plate was coated with mouse anti‐Cripto antibody (100 μl, 0.5 μg/ml) in PBS (pH 7.5) overnight at 4°C and washed three times with PBS‐Tween. Unbinding sites were blocked with 1% PBS‐BSA (180 μl/well) for 3 h at room temperature (RT). After three washing, protein extracts obtained from 1 × 10^6^ FACS‐sorted GFP^+^ cells were diluted in PBS, 0.1% BSA, 5 mM EDTA, 0.004% Tween‐20 (PBET) with a final volume of 100 μl and incubated overnight at 4°C. Recombinant mouse Cripto (R&D Systems) was used to obtain a standard curve concentration. After washing, the plate was incubated with anti‐Cripto biotinylated antibody (1 μg/ml; R&D Systems) in PBET for 1 h at 37°C and then for 1 h at RT. Finally, the plate was incubated for 1 h at RT with avidin/streptavidin complex conjugated with HRP (VECTASTAIN Elite ABC Kit; Vector Laboratories), and developed with o‐phenylenediamine peroxidase substrate (Sigma‐Aldrich). Absorbance was read at 490 nm on a Benchmark Microplate Reader (Bio‐Rad Laboratories).

### Hydroxyproline assay

To determine hydroxyproline (HOP) content in diaphragm muscles, two 10‐μm‐thick muscle sections/mouse were processed and analyzed using the Hydroxyproline Colorimetric Assay (Sigma‐Aldrich; MAK008‐1KT), according to the manufacturer's instructions. Absorbance was read at 560 nm on a Synergy HT Microplate Reader (BioTek). HOP levels were normalized by the volume of muscle sections to yield μg/mm^3^.

### Whole‐genome expression analysis

Sequencing read quality was assessed with FastQC 44. Available online at http://www.bioinformatics.babraham.ac.uk/projects/fastqc).

Over‐represented sequences were trimmed with Cutadapt 1.7.1 (http://journal.embnet.org/index.php/embnetjournal/article/view/200), which also discarded reads that were shorter than 30 bp. The resulting reads were mapped against the mouse transcriptome (GRCm38, release 91; dec2017 archive) and quantified using RSEM v1.2.20 45. Data were then processed with a differential expression analysis pipeline that used Bioconductor package LIMMA 46 for normalization and differential expression testing. 

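In the limma fit of the deposited values, 370 genes had a log2 fold change beyond 1 in either direction, 207 of them below -1 and the rest above 1. Which side held more genes changed with the processing, as 180 were below and 190 above with quantile normalization, 48 below and 51 above with a pseudocount of 0.5, and 32 below and 35 above with a pseudocount of 1. Of these, 155 genes had a mean normalized value of at least 1. The number depends on genes with few reads, since it was 67 with a pseudocount of 1. The median absolute log2 fold change over all genes was 0.12. Across genes, which are not independent replicates, the Pearson correlation of the group means of log2 values was 0.987. Single samples had correlations between 0.961 and 0.972 within Control, between 0.972 and 0.975 within Cripto KO, and between 0.961 and 0.969 between the groups. In 1880 genes, or 14.45% of all genes, the 3 Control values did not overlap the 3 Cripto KO values, against 10% that chance gives on average for 3 samples against 3. As genes are not independent, a single grouping of the samples can lie well above that average. The share was not computed for other groupings, so no excess over chance can be read from it.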

Finally, to visualize the differential expression of each individual gene, log_2_ average of gene expression level and log_2_ fold change between Control and KO condition have been reported, respectively, on the *x*‐axis and *y*‐axis of smear plot.

### Bone marrow transplantation

For bone marrow transplantation, 10‐wk‐old GFP‐Cripto^My‐LOF^ or GFP‐Control mice were used as donors. Bone marrow of donor mice was flushed from femur and tibia bones, and ~ 1 × 10^7^ cells were transplanted into lethally irradiated C57BL/10ScSn‐Dmd^mdx^/J (*mdx*) 4‐mo‐old recipient mice. No‐transplanted animals were used as control of irradiation, which generally die 7–21 days after the irradiation.

### Statistical analysis

The exact sample size for each experiment is reported as “*n*” in the caption of each figure. Animals or samples were not randomized during experiments and not excluded from analyses. The investigators were not blinded to group allocation during experiments and outcome analyses. Statistical analyses were performed using unpaired two‐sided Student's *t*‐tests, and *P* < 0.05 was considered statistically significant. Results are presented as the mean ± SEM (standard error of the mean) or as box plot displaying minimum, first quartile, median, third quartile, and maximum. Box plots were generated using RStudio software (https://www.rstudio.com/).

## Author contributions

FI, OG, ASc, GA, and FE performed the experiments. FI, OG, ASe, EP, SB, PM‐C, and GM designed the work, analyzed, and interpreted the data. FI and GM wrote the manuscript. PM‐C, ASe, EP, and OG critically reviewed and revised the manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Review Process File Click here for additional data file.

## Data Availability

The dataset produced in this study is available in the following database: Gene Expression Omnibus GSE142072 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142072).

How the deposited data were processed for this re-analysis (not part of the article)

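RNA-seq of FACS-isolated GFP+/Ly6C Low MPs from injured mouse muscle on day 5 was analyzed in 3 Control and 3 Cripto My-LOF samples. The authors prepared the libraries, trimmed the reads with Cutadapt, quantified them on the mouse transcriptome (GRCm38, release 91) with RSEM and normalized them with LIMMA. The values the authors deposited are a normalized signal per gene and sample, in reads plus 0.5 per 1000000 reads of a normalized library size. No value was 0. Whole reads were recovered by dividing each value by the smallest value of its sample, and 100.0% of 78048 values came out within 0.01 of a whole read. Of the 13008 genes, 13 had 0 reads in all 6 samples, and 1048 had a mean value under 1. The totals of recovered reads were between 12688968 and 14141773 in Control (median 13717340) and between 14633880 and 15659847 in Cripto KO samples (median 14691843). A gene at 3 reads or fewer was taken as being at the floor. Limits that follow from it cover counting error alone.

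The main test was limma (version 3.58.1 in R 4.3.3), with lmFit and eBayes with a variance trend on log2 values without a pseudocount, over all 13008 genes and without a replicate block. It gave 17 genes with an adjusted p-value under 0.05. The count test on the recovered reads, the edgeR quasi-likelihood test (version 4.0.16) with TMM normalization, gave 17 genes, 16 of them among those of limma. The design, the gene lists, the rule for the genes named in the text and the alternatives were set before the data were examined, apart from 2 alternatives named in the section on processing. Those alternatives were pseudocounts of 0.5 and 1, a mean value of at least 1, centring on the median, quantile normalization, eBayes without a trend or with the robust option, voom weights, edgeR, DESeq2 (version 1.42.0), a replicate block, and leaving out each sample in turn. At that time the top of Dataset EV1 had been read. The window around Tdgf1 and the list of the interferon-gamma response were chosen from it. The copy of Dataset EV1 used here lists 1171 of the 13008 genes, in order of adjusted p, so no overlap was tested on it.

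Named in the text are the genes the paper names, the 10 genes with the largest absolute log2 fold change among those with an adjusted p-value under 0.05 and no overlap between the groups, the 5 genes with an adjusted p-value under 0.05 in Dataset EV1, and the genes within 10 Mb of Tdgf1 that had an adjusted p-value under 0.05 or, if these were fewer than 5, the 5 with the smallest p. Gene lists of CD206+ MPs, Ly6C High MPs, TGFβ/SMAD targets, the interferon-gamma response, muscle fibers, fibroblasts, endothelial cells, neutrophils and lymphocytes were tested with camera and fry in limma. The lists overlap in part, and macrophages also express members of the lists of other cells. Positions were taken from GENCODE mouse release 21 on GRCm38, which placed 12998 of the genes. Genes within 10 Mb of Tdgf1, Lyz2 and Gt(ROSA)26Sor were compared with all other genes by Fisher's exact test, two-sided. Shared sequence was counted as words of 31 bases of the transcripts, and that of Gm15501 is not reported here. Tdgf1, Nos2 and Pax7 were not analysed here. Tables and figures were made with Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

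The tests were run first on simulated counts drawn from the samples' means and library sizes, with 200 changed genes. At a 2-fold change the main test recovered 82% of them with 4 unchanged genes called among 12991 genes, at a 1.5-fold change 39.5% with 1 unchanged gene among 12993 genes, and at a 4-fold change 97.5% with 15 unchanged genes among 12995 genes. Of 9 simulated lists, 1 was shifted and that list was the 1 called. It was the interferon-gamma list, shifted 1.5-fold in the run with 2-fold changes and not counted among the unchanged genes there. The 200 changed genes had a mean of at least 10 reads, and the simulated spread followed a smooth trend over genes. The shares recovered do not cover genes with fewer reads or more spread than the trend, so they may be too high for the samples. With 3 samples in each group there are 10 splits of the 6 samples, so no share of splits can fall under 0.1.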

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

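The tests of the Tdgf1 region, of Lyz2, of mixed sexes in Control replicate 1, of handling, of cell types, and of the splits for Tdgf1, mitochondrial and heat-shock genes were chosen after the results had been seen. The tests of normalization, of genes that escape X inactivation, of shared sequence in other pseudogenes and of the splits for the fibroblast list were set before their results.

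Genes near Tdgf1 on chromosome 9, which the paper does not discuss, had low p-values more often than genes elsewhere. Of 182 genes within 10 Mb, 32 (17.6%) had an unadjusted p-value under 0.05, against 1082 of 12816 other genes (8.44%), an odds ratio of 2.31 (two-sided Fisher's exact test, p = 8.13e-05; genes are not independent replicates). Of the 32 genes, 26 were higher in Control. The odds ratio was 2.70 within 5 Mb and 1.70 within 20 Mb, and within 10 Mb it went from 1.71 without Control replicate 1 (p = 0.0102, Fisher's exact test) to 2.71 without Control replicate 2. Without Control replicate 1 the odds ratio was 1.64 within 5 Mb (p = 0.054, Fisher's exact test) and 1.36 within 20 Mb (p = 0.0987), no longer past the threshold. Within 10 Mb of Lyz2 and Gt(ROSA)26Sor the odds ratio was 0.295 and 0.309. When 1 sample was left out, it went from 0.380 to 0.699 around Lyz2. Around Gt(ROSA)26Sor it went from 0.317 to 0.795, the last without Control replicate 1. All of these stayed below 1. Of the 17 genes with an adjusted p-value under 0.05, 6 lie on chromosome 9, and 4 of those within 10 Mb of Tdgf1. Gm43814, also within 10 Mb, had a log2 fold change of -0.82 (adjusted p = 0.0836, limma) and passed with the robust option (0.0265) and DESeq2 (0.000125), with a range of 0.000125 to 0.382 over the alternatives, leaving out single samples included. Of 103 stretches of 20 Mb with at least 50 genes, that from 100 to 120 Mb of chromosome 9, which holds Tdgf1, ranked 2 by p (odds ratio 2.36, adjusted p = 0.00275, Fisher's exact test). The stretch from 60 to 80 Mb of chromosome 9 ranked 1, with an odds ratio of 3.24 (adjusted p = 0.000252), which argues against an effect of the recombined allele on its close neighbours as the whole cause. A stretch of chromosome 1 from 120 to 140 Mb also passed (odds ratio 2.91, adjusted p = 0.00275). No other split of the 6 samples reached the odds ratio near Tdgf1 (1 of 10 splits, the real one, the smallest share possible). DNA of another strain linked to the floxed allele cannot be told apart from another cause, because the rank of 2 counts largely the same genes that gave the pattern and genotypes were not analysed here. The stretch from 80 to 100 Mb, between those that passed on chromosome 9, had 9 of 74 genes with a low p (odds ratio 1.48, adjusted p = 0.86, rank 35), so the values do not show one unbroken segment, and the stretch on chromosome 1 is not linked to Tdgf1. A difference due to loss of Cripto itself stays open.

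Lyz2 was 11066 in Control replicate 2 and 21.2 to 28.3 in the other 5 samples, both groups included. The sum of Lyz1 and Lyz2 in that sample was 5.85 times the highest of the others, so reads moved between these paralogs do not account for it. Lyz2 in that sample was 391 times the highest other value. None of the 14 neighbours compared within 1 Mb differed from the median of the other samples by more than 0.982 on the log2 scale. The paralog Lyz1 also lies within 1 Mb but differed by more, so the 14 leave it out. Lyz1 was 410 in that sample and 972 to 1933 in the other 5. The LysMCre line carries Cre under lysozyme M control, so a sample whose Lyz2 alleles differ from those of the others may explain the value. This was found from the same value and cannot be told apart from another cause, because 1 library shows it. The log2 fold change of Lyz2 was 2.85 with all samples and -0.12 without Control replicate 2. No biological explanation was tested.

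Xist was 171 in Control replicate 1, whereas the sum of 4 genes of chromosome Y in that sample was 0.264% of the median of the others, which argues against a mixture of male and female cells. Of 6 genes that escape X inactivation, 4 had their highest value in that sample, with a median log2 ratio of 0.34 to the other samples, in line with a female animal, against the label. Without this sample, 16 of the 17 genes with an adjusted p-value under 0.05 passed again, among 31 genes in all, which argues against its sex as the source of most of these calls.

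Mitochondrial genes were higher in Cripto KO MPs. Over 15 genes the median log2 fold change was -0.44, with 14 genes lower in Control (fry in limma, adjusted p = 0.0082 over 3 lists), and their share of reads was 0.725%, 0.807% and 0.766% in Control and 1.02%, 1.08% and 1.01% in Cripto KO samples. After quantile normalization the median was -0.49, which argues against the authors' normalization as the cause. Leaving out 1 sample kept it past the threshold, and with the replicate block on the Dataset EV1 numbers it was not (fry adjusted p = 0.085). Only the real split (1 of 10) gave a value as large. mt-Co2 shares 99.5% of its 31-base words with Gm28661. Heat-shock genes were also higher in Cripto KO MPs, with a median of -0.36 over 12 genes, 10 lower in Control (fry in limma, adjusted p = 0.0284), and it was -0.41 after quantile normalization; again 1 of 10 splits, the real one, reached it. Under fry the heat-shock genes were no longer past the threshold without Cripto KO replicate 1, 2 or 3 (adjusted p = 0.0746, 0.105 and 0.0741) or with the replicate block on the Dataset EV1 numbers (0.138). Over 12 immediate-early genes the median was 0.0156 (camera in limma, adjusted p = 0.648), with members going both ways, so an effect of tissue dissociation and handling cannot be told apart from a difference due to genotype for the heat-shock genes. No batch was named in the labels or the paper.

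All 15 genes of the fibroblast list were lower in Control, with a median log2 fold change of -0.25 (camera in limma, adjusted p = 2.55e-09). Of the 9 lists, this was the one that held both under fry (adjusted p = 0.013) and with an estimated correlation (adjusted p = 0.048) over all 6 samples. Under fry it was no longer past the threshold without Control replicate 3 (adjusted p = 0.125), without Cripto KO replicate 1, 2 or 3 (0.0733, 0.0812 and 0.0787) or with the replicate block (0.105). Of its genes, 4 passed when adjusted over the list alone, against 0 over all genes and 9 at an unadjusted p-value under 0.05. The median went from -0.30 to -0.23 across the fits that left out 1 sample, and 1 of 10 splits, the real one, gave a value as large. Col1a1 was between 191 and 201 in Control and between 223 and 244 in Cripto KO samples. More cells of fibroblast type in the sorted Cripto KO cells may account for it, as 15 of 15 genes moved alike, but macrophages can express some of these genes, so it cannot be told apart from a change within MPs.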

How the results depend on the processing

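The fits with voom weights on TMM library sizes and with a block on the replicate numbers of Dataset EV1 were added after seeing the data. Both voom fits had been seen when that with the deposited library sizes was kept as the alternative set earlier, because it changes 1 choice.

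The number of genes with an adjusted p-value under 0.05 was 17 in the main setting. It was 6 with quantile normalization (6 of the 17 genes kept), 5 with eBayes without a trend (3 kept), 31 with the robust option (16 kept), 0 with voom weights (1121 with an unadjusted p-value under 0.05), 9 with voom weights on TMM library sizes (9 kept), and 74 with DESeq2 (17 kept, 35 higher in Control and 39 lower). With voom weights, 10 of the 17 genes had an adjusted p of 0.05004, so that count turns on a small step over the threshold. It stayed between 14 and 19 with either pseudocount, the filter on low values, median centring and edgeR. Leaving out 1 sample gave from 5 to 31 genes, with 5 without Cripto KO replicate 2 and 31 without Control replicate 1. Fewer samples enter those fits, and the cause of the other changes was not tested.

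The replicate numbers did not pair the samples. The correlation of deviations of same-numbered samples across genes was -0.21, -0.005 and -0.0 with the deposited numbers and 0.139, -0.138 and 0.125 with those of Dataset EV1. With the replicate block 2 genes passed, and with the replicate block on the Dataset EV1 numbers 11 genes did.

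The number of genes beyond a log2 fold change of 1 fell from 370 to 99 with a pseudocount of 0.5, to 67 with a pseudocount of 1 and to 155 with a mean value of at least 1, as low values are pulled together or left out. It was 415 to 455 when 1 sample was left out. More of these genes were below -1 than above 1 in the main setting (207 below), and fewer with quantile normalization (180 below, 190 above) and with pseudocounts of 0.5 (48 below, 51 above) and 1 (32 below, 35 above). The median absolute log2 fold change was 0.103 with a pseudocount of 1, and 0.128 to 0.137 without 1 sample. The correlation between the group means was 0.993 and 0.995 with pseudocounts of 0.5 and 1, 0.991 with edgeR, and 0.983 to 0.985 without 1 sample.

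The CD206+ list went from -0.158 to -0.0276 across the fits that left out 1 sample. It was no longer past the threshold without Control replicate 3 (-0.0276) and without Cripto KO replicate 1 (-0.05). When 1 sample was left out, the Ly6C High list went from -0.093, without Control replicate 1, to 0.195, and the neutrophil list from -0.215 to 0.0686. The neutrophil list was above 0 without Control replicate 1 (0.0686) and without Cripto KO replicate 3 (0.0673), and was -0.524 with DESeq2. The lymphocyte list was -4.28e-05 with a pseudocount of 1 against 0.08. With the preset correlation, the lists of IFN-gamma response, muscle fibers and fibroblasts kept their direction and stayed past the threshold in camera in every setting run. With an estimated correlation in camera the fibroblast list alone passed (adjusted p = 0.048). The IFN-gamma and muscle fiber lists did not (adjusted p = 0.629 each, camera). The odds ratio within 10 Mb of Tdgf1 kept its direction and stayed past the threshold in every setting run. Without Control replicate 1, however, the p-value of Fisher's exact test was 0.054 within 5 Mb and 0.0987 within 20 Mb.

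For single genes, Gapdh turned to -0.036 with quantile normalization. When 1 sample was left out, Lyz2 went from -0.12 to 4.39, Tnf from -0.0699 to 0.0697, Retnla from -0.759 to 0.0888, Adgre1 from -0.0343 to 0.155, Smad3 from -0.0236 to 0.108, Tcf4 from -0.104 to 0.119 and Gapdh from -0.021 to 0.0521. Of the other values of named genes, 92 were no longer past the threshold, 3 were newly past it and 575 stayed as they were. Genes at the floor limit the size of a fold change, so Vill, Gm15501 and Gm8116 are given as lower bounds. Across the sets that left out 1 Control sample the bound went from 37.7-fold to 72.8-fold for Vill, from 9.47-fold to 45.2-fold for Gm15501 and from 10.6-fold to 16.7-fold for Gm8116.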

Differences from the paper's values

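No test of a cause was run for these differences.

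In the paper's Dataset EV1, 5 genes have an adjusted p-value under 0.05, against 17 in the limma test here. The 5 genes are among the 17. Of the alternatives set before the data were examined, quantile normalization (6 genes, 2 of the paper's 5), eBayes without a trend (5 genes, 1 of the paper's 5), and leaving out Control replicate 3 (7), Cripto KO replicate 2 (5) or Cripto KO replicate 3 (7, each with 2 of the paper's 5) came within 1.5 times of the paper's number. Those with the pseudocounts, the filter, median centring, the robust option, voom weights, edgeR, DESeq2, the replicate block and the other samples left out did not.

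The paper's adjusted p of Gm10073 is 0.000924, and that of limma here was 0.0235. The paper's adjusted p of Atp6v0e2 is 0.000924, against 0.00845 in limma. The paper's adjusted p of Gm13456 is 0.00312, against 2.38e-05 in limma. For these 3 genes none of the alternatives set before the data were examined came within 1.5 times of the paper's value. The adjusted p-values over those alternatives went from 5.05e-10 to 0.351 for Gm10073, from 1.05e-30 to 0.157 for Atp6v0e2 and from 1.54e-50 to 0.0965 for Gm13456. Over the 1171 listed genes the paper's log2 fold changes were a median of 0.009 from those of the main setting and 0.0011 from those with voom weights.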

Other observations

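The tests of the muscle fiber list, of Dataset EV1 and of the splits for the counts of genes and the median were chosen after the results had been seen. The test of shared sequence was set before its result, after the count of pseudogenes had been seen.

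Values of genes that the paper measured by qRT-PCR in GFP+ MPs are given here for the GFP+/Ly6C Low MPs. On day 5 the paper found Arg1 and Fizz1 significantly reduced in Cripto KO cells. Here the means of both were higher in Cripto KO MPs, without passing the threshold. The sorted populations and the methods differ, so the values do not test the paper's result. Arg1 was 80.4 ± 19.6 (SD, n = 3) in Control and 111 ± 43.7 (SD, n = 3) in Cripto KO MPs, a log2 fold change of -0.42 (adjusted p = 0.69, limma). It was -0.12 without Cripto KO replicate 1. Retnla, which encodes Fizz1, was 90.6 ± 55.7 (SD, n = 3) and 101 ± 30.7 (SD, n = 3), a log2 fold change of -0.29 (adjusted p = 0.865, limma) that turned to 0.09 without Control replicate 3 and was -0.76 without Control replicate 1. Il10 (0.18), Il4ra (0.14) and Tgfb1 (0.10) had adjusted p-values of 0.8, 0.711 and 0.726 (limma), and Ltbp4 (-0.26) had one of 0.696 (limma). Ccl2 (0.22) and Tnf (-0.0013) had adjusted p-values of 0.7 and 0.997 (limma). The sign of Tnf turned to 0.07 without Control replicate 2. Other values also moved with single samples. Il10 was 0.35 without Cripto KO replicate 1 and 0.0018 without Cripto KO replicate 2, and Ccl2 was 0.38 without Cripto KO replicate 1 and 0.12 without Cripto KO replicate 3. Without Control replicate 2, Il4ra was 0.24, Tgfb1 0.05 and Ltbp4 -0.45, while without Control replicate 1 Il4ra was 0.09 and Tgfb1 0.15, and without Control replicate 3 Ltbp4 was -0.16.

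The 10 splits of the 6 samples into 3 and 3 show how far the summaries go without regard to genotype. For the number of genes with an adjusted p-value under 0.05 and for the number beyond a log2 fold change of 1, 1 of 10 splits, the real one, reached the value. For the median absolute log2 fold change and for the correlation of the group means, 2 of 10 splits did. The split that joined Control replicate 1 with Cripto KO replicates 2 and 3 gave 9 genes with an adjusted p-value under 0.05 and 1218 genes with an unadjusted one, more than the 1117 of the real split. For the gene lists, the splits were compared by the camera p-value in limma. By it, 5 splits reached the value of the CD206+ list, 3 that of the interferon-gamma list, 10 that of the Ly6C High list, 3 that of the TGFβ/SMAD list, 4 that of the endothelial list, 6 that of the lymphocyte list, 3 that of the muscle fiber list and 5 that of the neutrophil list. By the absolute median log2 fold change of the list the counts were, in the same order, 3, 3, 10, 1, 6, 5, 2 and 2 of 10 splits.

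The muscle fiber list had a median log2 fold change of 1.32 over 17 genes, with 2 lower in Control (camera in limma, adjusted p = 1.15e-06; fry adjusted p = 0.463). It was 0.90 without Cripto KO replicate 3 and 1.79 without Cripto KO replicate 1. With pseudocounts of 0.5 and 1 it was 0.78 and 0.70. Of the 17 genes, 13 had their highest value in Control replicate 1, and the summed values were 130.5, 69.8 and 67.5 in Control and 90.9, 39.0 and 33.2 in Cripto KO samples, in line with RNA from muscle fibers in the sorted cells. Ckm, among the abundant members, was 14.1, 6.17 and 4.94 in Control replicates 1, 2 and 3. It was 7.40, 1.45 and 1.14 in Cripto KO replicates 1, 2 and 3, so the groups overlapped. The fibroblast list moved the other way (-0.25). It cannot decide whether the share of macrophages was lower in Control, because cells of fibroblast type may have differed between the groups on their own. The endothelial list had a median of -0.06 over 14 genes (camera in limma, adjusted p = 0.339), and -0.03 without Control replicate 3. Of 11 neutrophil genes in the table, 4 were at the floor in both groups and 3 in 1 group, and of 4 lymphocyte genes 2 were at the floor in both. The median was -0.12 for neutrophils and 0.08 for lymphocytes (0.13 with genes at the floor left out), with camera adjusted p-values of 0.544 and 0.536 (limma). The neutrophil list turned to 0.07 without Control replicate 1 and also without Cripto KO replicate 3, and was -0.52 with DESeq2. The lymphocyte list was 0.01 without Control replicate 1 and 0.26 without Control replicate 2.

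Of the 17 genes with an adjusted p-value under 0.05, 5 are pseudogenes, against 2.81% of all genes (odds ratio 14.6, Fisher's exact test, p = 7.93e-05). Of the 5, 4 share over 50% of their 31-base words with another listed gene. Of 360 other pseudogenes, 226 (62.8%) do so as well (two-sided Fisher's exact test, p = 0.655), so the sharing of reads with near-identical copies cannot be told apart from a change in the pseudogenes themselves. Outside the rule for named genes, and chosen after their values were seen, Mmp9 (-1.10), mt-Nd1 (-0.56) and mt-Co2 (-0.71) were higher in Cripto KO MPs and Aph1b (1.17) in Control, with adjusted p-values of 0.0313, 0.0313, 0.0491 and 0.0249 (limma). They rose to 0.223 without Cripto KO replicate 2, 0.205 without Control replicate 3, 0.274 without Cripto KO replicate 3 and 0.139 without Cripto KO replicate 2.

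In Dataset EV1 the paper's average expression lay above the highest of the 6 samples in 315 of the 1171 listed genes and below the lowest in 73. The table of 13008 genes holds 13 genes with 0 reads in all 6 samples, in line with a filter by the authors that covered further samples. The columns Control 1, 2 and 3 of Dataset EV1 hold the reads of the deposited Control replicates 2, 3 and 1. No biological explanation was tested.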
